# Distinct Cellular Tools of Mild Hyperthermia-Induced Acquired Stress Tolerance in Chinese Hamster Ovary Cells

**DOI:** 10.3390/biomedicines10051172

**Published:** 2022-05-19

**Authors:** Ádám Tiszlavicz, Imre Gombos, Mária Péter, Zoltán Hegedűs, Ákos Hunya, Barbara Dukic, István Nagy, Begüm Peksel, Gábor Balogh, Ibolya Horváth, László Vígh, Zsolt Török

**Keywords:** stress, heat shock response, unfolded protein response, membrane, lipidomics, membrane lipid metabolism, transcriptomics, acquired stress tolerance, Chinese hamster ovary cells

## Abstract

Mild stress could help cells to survive more severe environmental or pathophysiological conditions. In the current study, we investigated the cellular mechanisms which contribute to the development of stress tolerance upon a prolonged (0–12 h) fever-like (40 °C) or a moderate (42.5 °C) hyperthermia in mammalian Chinese Hamster Ovary (CHO) cells. Our results indicate that mild heat triggers a distinct, dose-dependent remodeling of the cellular lipidome followed by the expression of heat shock proteins only at higher heat dosages. A significant elevation in the relative concentration of saturated membrane lipid species and specific lysophosphatidylinositol and sphingolipid species suggests prompt membrane microdomain reorganization and an overall membrane rigidification in response to the fluidizing heat in a time-dependent manner. RNAseq experiments reveal that mild heat initiates endoplasmic reticulum stress-related signaling cascades resulting in lipid rearrangement and ultimately in an elevated resistance against membrane fluidization by benzyl alcohol. To protect cells against lethal, protein-denaturing high temperatures, the classical heat shock protein response was required. The different layers of stress response elicited by different heat dosages highlight the capability of cells to utilize multiple tools to gain resistance against or to survive lethal stress conditions.

## 1. Introduction

For survival, living beings are required to maintain a complex dynamic equilibrium, also called homeostasis, to cope with internal and external challenges. Under adequate circumstances, the growth and development of organisms are enhanced, yet, a proper response is inevitable upon suboptimal changes in the individual’s environment [1,2]. The disharmony by these changes, however, may be either beneficial (eustress) or harmful (distress) [3]. Consequences of stress depend on the dose of stress, such as intensity and duration. One of the most studied stress types is hyperthermia. Based on the course of the cellular stress response, we have previously classified heat stress (HS) into three distinct categories, namely: severe (involving heat shock protein (Hsp) induction and major macromolecular damage or even cell death), moderate (negligible protein denaturation, less intense Hsp induction) and mild (eliciting eustress without Hsp induction) [4]. All these conditions are characterized by the appearance of thermotolerance, which was previously associated merely with the synthesis and accumulation of the molecular chaperone Hsps (especially Hsp70 and Hsp25/27) [5]. Tolerance to stress may develop as a consequence of the heat shock response (HSR), however, other protective pathways, e.g., the unfolded protein response (UPR), might also play a role during mild heat stress [6,7].

The UPR was originally associated with the presence of unfolded proteins [8], however, a number of studies link it with perturbations of cellular membranes [9,10,11,12,13,14]. As mild heat is capable of altering the membranes, thus potentially generating lipid bilayer stress, the UPR might be initiated to restore homeostasis [6]. The UPR, which is often referred to as an endoplasmic reticulum stress response [15,16], involves the activation of three signaling branches classified by their ER-localized transmembrane sensors, i.e., inositol-requiring enzyme 1 (IRE1), protein kinase RNA-like ER kinase (PERK) and activating transcription factor 6 (ATF6) [17]. As claimed by a recent review, IRE1 and PERK also participate in the sensing of generalized lipid bilayer stress at the ER, while activation of ATF6 is triggered by an increase in specific sphingolipids [11].

Apart from protein denaturation, RNA structural rearrangements or a change in redox state, HS could also be sensed at the membrane level, especially under mild stress conditions [18,19]. Based on the “membrane sensor” hypothesis, mild heat shock, such as fever, triggers subtle changes in the fluidity and/or organization of cell membranes, which results in fine temperature sensing and initiates signaling for cellular response to stress [20].

Fever, an evolutionary version of mild hyperthermia (38–41.5 °C) and associated with many diseases [21,22], could also be regarded as a non-proteotoxic HS [4,23,24] with important therapeutic value. The broad applicability of heat therapy in curing diseases, e.g., as an enhancer of radiotherapy or anti-cancer drugs, makes it important to understand the underlying molecular details [4,25]. Similarly to heat, membrane perturbing agents—e.g., benzyl alcohol (BA)—could also be applied to perturb membrane structure and increase its fluidity, highlighting the possibility of applying adjuvants to fine-tune hyperthermic therapies [26,27,28].

We found earlier that cells preconditioned (or primed) with a short mild heat treatment (40 °C for 20 min) acquire thermotolerance in the absence of the induction of the two main chaperone proteins (Hsp70 and Hsp25) [4]. We suggested that the observed thermotolerance originated from plasma membrane microdomain/raft reorganization, membrane stabilization and heat-elicited lipid remodeling. In the case of Chinese hamster ovary (CHO) cells, an increase in the amount of ceramides, long chain fatty acid-containing sphingolipid species, cardiolipin, phosphatidylglycerol, phosphatidylserine and the depletion of lysophosphatidylcholines could be detected [4].

In the current study, we dissected how the response of CHO cells to prolonged mild hyperthermia (0 to 12 h) contributes to the development of distinct stress resistance with or without the classical Hsp response. Our results indicate that mild heat triggers a dose-dependent remodeling of the lipid bilayer structure, making it more resistant towards membrane perturbations modeled by a large dosage of the membrane fluidizer BA.

## 2. Materials and Methods

### 2.1. Cell Culture

The CHO (CCL-61, ATCC) cell line was obtained from the American Type Culture Collection and was cultured in Ham’s F-12K nutrient mix supplemented with 10% heat-inactivated fetal bovine serum (Gibco, Waltham, MA, USA) and 1% penicillin/streptomycin (Sigma-Aldrich, Burlington, MA, USA) and grown at 37 °C in a humidified 5% CO_2_ atmosphere. The cells were seeded at 250 cells/mm^2^ and were grown in tissue culture plates (VWR, Radnor, PA, USA) 24 h prior to experiments, reaching about 80–90% confluency to ensure logarithmic growth during treatments. Fresh medium was added to cells upon passaging every 2 days to maintain cell health.

### 2.2. Western Blotting

The expression levels of Hsps were probed with specific antibodies in CHO cells. After heat treatments, cells were collected and lysed with ice cold radioimmunoprecipitation assay buffer supplemented with protease inhibitor cocktail (Abcam, Cambridge, UK). Total protein content was measured using a BCA™ Protein Assay Kit (Thermo Scientific, Waltham, MA, USA) and equal amounts were loaded and separated on 12% SDS gels (for all other determinations). The gels were blotted onto polyvinylidene difluoride (PVDF) membranes. Membranes were blocked with blocking buffer containing PBS, 0.1% Tween-20 (Sigma-Aldrich) and 5% dried skim milk for 30 min at room temperature and probed with primary antibodies that recognized Hsp25 (ADI-SPA-801, Enzo Life Sciences, Farmingdale, NY, USA), Hsp70 (ADI-SPA-810, Enzo) at 4 °C overnight. Membranes were then incubated with peroxidase conjugated secondary antibodies (A3682, anti-mouse and A9169, anti-rabbit, Sigma-Aldrich) for 1 h at room temperature. Subsequently immunoreactive proteins were visualized with Immobilon Western Chemiluminescent HRP Substrate (Merck-Millipore, Burlington, MA, USA). Enhanced chemiluminescence was detected and analyzed using AlphaView-FluorChem FC3 (Cell Biosciences, Santa Clara, CA, USA). For protein loading control and data normalization, anti-GAPDH (G9545, Sigma-Aldrich) antibody was used. Primary and secondary antibody dilutions were made according to the manufacturers’ recommendations. Hsp25 and Hsp70 primary antibodies were diluted as 1:1000 while GAPDH was prepared as 1:20,000 and dilution for secondary anti-mouse and anti-rabbit antibodies was 1:160,000.

### 2.3. Cell Survival Protocol

CHO cells were submitted to stress twice. The first stress (heat pretreatment or priming) involved incubation of cells for various durations (0 to 12 h) at different temperatures (40 °C and 42.5 °C) in an atmosphere of 5% CO_2_. After priming, cells were directly exposed to a secondary sublethal stress (challenging stress). These were HS (46 °C, 20 min), membrane fluidity stress (95 mM benzyl alcohol (Sigma-Aldrich) for 20 min at room temperature) and oxidative stress (250 µM *tert*-butyl hydroperoxide (Sigma-Aldrich) for 3 h at 37 °C). 

Immediately after secondary stress, live cells were trypsinized and counted with 0.4% Trypan Blue Stain (Invitrogen, Waltham, MA, USA). Then, equal numbers of cells were plated for colony formation. Colonies were formed after 6 to 8 days, which was followed by cell fixation with methanol and staining with crystal violet (Reanal, Budapest, HU). Colonies were counted manually, and the surviving fraction was calculated (CFUtreated/CFUnon-primed control).

### 2.4. Determination of ATP Content

Cellular ATP levels were determined after heat treatments by luminescence-based CellTiter-Glo 2.0 Luminescent Cell Viability Assay (Promega, Madison, WI, USA) according to the manufacturer’s instruction. Briefly, in a 96-well plate approximately 1  ×  10^4^ cells/well were plated, then heat treated, followed by addition of equal volumes of assay reagent. Luminescence was measured using Fluoroskan Ascent FL (Thermo Scientific). All values were normalized based on protein concentrations.

### 2.5. Mitochondrial Membrane Potential Assay

Mitochondrial ATP production depends on mitochondrial activity, which can be assessed by measuring mitochondrial membrane potential using membrane potential-sensitive probes. In our experiments, following heat treatments CHO cells were labeled with 5,6-dichloro-2-[3-(5,6-dichloro-1,3-diethyl-1,3-dihydro-2H-benzimidazol-2-ylidene)-1-propen-1-yl]-1,3-diethyl-1 h-benzimidazolium, monoiodide (JC-1) dye (5 µM, 30 min, 37 °C in dark) according to the method used by Chinopoulos et al. with minor changes [29]. Stock solution was prepared in DMSO and diluted in culture medium. After labeling, cells were washed twice and resuspended in PBS. Then, fluorescence intensity was measured at 23 °C by PTI QuantaMaster spectrofluorometer (Horiba, Kyoto, Japan), with 488 nm excitation wavelength (5 nm slits); 535 (green) and 595 (red) emission wavelength (5 nm slits). Ratios of green and red fluorescence were determined and compared to control samples. 

### 2.6. Lipid Peroxidation Assay

Diphenyl-1-pyrenylphosphine (DPPP) obtained from Dojindo is a fluorescent probe capable of detecting peroxidation of cell membrane lipids. The probe is non-fluorescent but becomes fluorescent when oxidized. Assay was performed with minor changes based on a study by Wang et al. [30]. Stock solution (5 mM) was prepared in DMSO (Sigma-Aldrich) and stored at −20 °C. After heat treatments, sample plates were filled with 10 µM DPPP in medium and were incubated for 10 min at 37 °C. Then, plates were washed twice with PBS, and DPPP-labeled cells were collected after trypsinization. Fluorescence spectroscopy (352 nm excitation, 380 nm emission at 2 nm slit for both) using a PTI QuantaMaster spectrofluorometer (Horiba) was performed on resuspended cells. Oxidized DPPP fluorescence was measured before and after 95 mM BA treatment.

### 2.7. RNA Preparation, Sequencing and Bioinformatic Analysis

For the analysis of heat-induced transcriptome, cells were collected and prepared with a NucleoSpin RNA isolation kit for total RNA (Macherey-Nagel, Allentown, PA, USA) according to the manufacturer’s instructions. Briefly, 10^6^ cells were seeded on culture plates for 24 h prior to heat treatments which included 4 biological repeats of 4 sample groups (37 °C, 40 °C for 1 h, 6 h and 42.5 °C for 1 h). Then, cells were collected on an RNA binding column, which was followed by a DNase treatment to remove DNAs from samples. The quality and the quantity of the extracted RNAs were determined by a NanoDrop 2000/2000c Spectrophotometer and Qubit Fluorometer (both from Thermo-Fisher Scientific, Waltham, MA, USA), and by TapeStation (Agilent, Santa Clara, CA, USA). Sequencing library preparation was performed using a Tru Seq RNA Library Preparation Kit (Illumina, San Diego, CA, USA), according to the manufacturer’s instructions, and sequenced on an Illumina NextSeq instrument using 2 × 150 bp paired end sequencing chemistry. The bioinformatics analysis was carried out by the QC for Sequencing Reads, Trim Reads, RNASeq Analysis and the Differential Expression of RNA-seq modules of CLCBio Genomic Workbench (Qiagen, Hilden, Germany). Sequenced reads were mapped to Cricetulus griseus CHOK1GS_HDv1 genome version. The differential expression of genes was considered as significant when fold change > 1.5× and false discovery rate (FDR) < 0.05 selection criteria were fulfilled. The downstream gene overrepresentation analysis was done by Ingenuity Pathway Analysis software (IPA, Qiagen) using the mouse orthologs of the significant Chinese hamster genes. PCA and hierarchical cluster analysis of transcriptomic datasets were performed using MetaboAnalyst. In addition, out of the 16 measurement points only one control sample was excluded from the analysis due to its strong inconsistency with its group.

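The counts that Table S1 lists for its 920 genes were compared with the deposited read counts of each library. For 15 libraries all 920 counts were identical, whereas any other library had at most 40 identical counts, so the control sample left out is 37 °C replicate D. Across 10565 genes, the log2 CPM (counts scaled to library size) of replicate D correlated with those of the other 37 °C libraries with Pearson's r between 0.974 and 0.9763, and replicates A, B and C correlated with each other between 0.9954 and 0.9961. These correlations are across genes, which are not independent replicates. In replicate D, 1880 genes (17.8%) lay at least 1.5-fold from the mean of the other 3 control libraries, and 493 genes lay at least 2-fold from it. Each of replicates A, B and C, set against the mean of the other two, had between 134 and 159 genes at least 1.5-fold away. The SD of the log2 difference over genes was 0.475 in replicate D and between 0.167 and 0.181 in the others. The difference between replicates beyond counting error, given as chi-square per degree of freedom for each pair of libraries, was between 41.81 and 49.45 for pairs with replicate D and between 2.78 and 4.86 among the others.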

### 2.8. Lipidomics

CHO cells were left untreated or heat-treated at 40 °C and 42.5 °C for the specified time intervals, washed three times with cold PBS, collected in Eppendorf tubes (10^6^ cells per tube) and centrifuged. The pellets were shaken in 1 mL of methanol containing 0.001% butylated hydroxytoluene as an antioxidant, for 10 min, and centrifuged at 10,000× *g* for 5 min. The supernatant was transferred into a new Eppendorf tube and stored at −20 °C. Lipid standards were obtained from Avanti Polar Lipids (Alabaster, LA, USA). The solvents used for extraction and for MS analyses were of liquid chromatographic grade (Merck, Darmstadt, Germany) and Optima LCMS grade from Thermo Scientific.

Electrospray ionization mass spectrometry analyses were performed on an Orbitrap Fusion Lumos instrument (Thermo Fisher Scientific) equipped with a TriVersa NanoMate robotic nanoflow ion source (Advion BioSciences, Ithaca, NY, USA), as detailed in [31,32]. For MS measurements, 15 µL of lipid extract was diluted with 135 µL infusion solvent mixture (chloroform:methanol:iso-propanol 1:2:1, by vol.) containing an internal standard mix (Table S4). Lipids were identified by the LipidXplorer software [33]. Data files generated by LipidXplorer queries were further processed by in-house Excel macros.

Lipid classes and species were annotated according to the classification systems for lipids [34]. In sum formulas for glycerolipids, e.g., PC(34:1), the total numbers of carbons followed by double bonds (db) for all chains are indicated. For sphingolipids, the sum formula, e.g., Cer(34:1:2), specifies first the total number of carbons in the long-chain base and the fatty acid moiety, then the sum of db in the long-chain base and the fatty acid moiety, followed by the sum of hydroxyl groups in the long-chain base and the fatty acid moiety.

### 2.9. Statistical Analyses

Prism 9.0 (Graphpad Software, San Diego, CA, USA) was used for statistical analyses of protein levels (*n* ≥ 5), survival (*n* ≥ 3), mitochondrial membrane potential (*n* ≥ 9) and lipid peroxidation (*n* ≥ 9) where results are given as means ± SD and *p*-value lower than 0.05 was considered statistically significant. Student’s *t*-tests were performed for comparisons of data. In the case of lipidomic experiments, data are presented as mean ± SEM. Student’s *t*-tests were performed for pairwise comparisons; significance was determined according to Storey and Tibshirani [35] and was accepted for *p* < 0.025 corresponding to a false discovery rate < 0.05. Multivariate statistical analysis of lipidomic and RNAseq datasets was performed using MetaboAnalyst [36]. 

## 3. Results

### 3.1. Duration of Fever-like Hyperthermia Determines the Threshold of Hsp Induction

Dose of stress (length and intensity) influences the cells’ response including Hsp synthesis. By using immunoblotting, we investigated how 40 °C, as fever-like heat exposure, affects Hsp induction in CHO cells. Based on previous results [4], two main chaperone proteins, Hsp25 and Hsp70, proved to be important candidates for assessing HS. Our results show that upon 40 °C heat treatment, Hsp25 induction was detected after 4 h of exposure (Figure 1a). In the case of Hsp70, no induction was seen even up to 12 h of exposure with or without recovery at 37 °C (Figure S1b,c). Exposure to 40 °C with different time periods followed by 6 h recovery time was also investigated (Figure 1b). It is noted that up to 2 h Hsp25 induction could not be observed even after 6 h recovery at 37 °C.

For further experiments, we selected 1 h and 6 h of 40 °C heat treatments because of their difference in Hsp25 inducibility (Figure 1c,d). The effect of 1 h 40 °C HS is negligible while 6 h at 40 °C results in a significant induction of Hsp25 regardless of recovery time. A moderate 1 h HS at 42.5 °C followed by 6 h recovery at 37 °C resulted in a high level of Hsp25 induction (Figure 1b,d). 

### 3.2. Mild Heat-Induced Acquired Stress Tolerance Does Not Require Hsp Induction

It is known that cells might develop thermotolerance after a recovery period following a mild HS [4]. We investigated the kinetics of this process during a prolonged heat pretreatment followed by a challenging stress of either high dosage of heat, the membrane fluidizing agent BA or the oxidative agent *tert*-butyl hydroperoxide (TBHP).

We performed a colony formation assay in which CHO cells were primed with mild (40 °C for 1 h and 6 h) and moderate (42.5 °C for 1 h +/− recovery at 37 °C for 6 h) heat treatments followed by challenging stress including 46 °C for 20 min, 95 mM BA for 20 min or 250 µM TBHP for 3 h. A dosage of heat, BA and TBHP was selected at which cell survival of non-treated cells falls below 10% (Ref. [4] and Figure S3a,b). Figure 2 shows cell survival after challenging stress as fold change compared to non-pretreated cells. For heat challenge, cellular survival correlated with the Hsp25 induction for cells treated at 40 °C for 6 h, but 42.5 °C for 1 h of treatment resulted in cell survival only after 6 h of recovery (Figure 2a). Cells acquired resistance against a membrane (by high dosage of BA) and oxidative (TBHP) challenge much more rapidly. A significant protection was observed after 1 h of priming at 40 °C, suggesting that de novo Hsp synthesis was not required in these cases. Interestingly, neither the length nor the temperature of the priming affected the level of cross resistance against BA and TBHP (Figure 2b,c).

BA increases membrane fluidity, thus altering the physical properties of membranes of cellular organelles. Mitochondria are some of the most sensitive organelles to membrane-perturbing agents [37] and it is known that mitochondrial oxidative phosphorylation is sensitive to local anesthetics such as BA [38], therefore we studied mitochondrial function.

As mitochondria are thought to be the powerhouse of the cell, it is logical to characterize the energetical state of the cell, that is, the level of cellular ATP. Luciferase-based assay showed no considerable change in cellular ATP levels at 40 °C and 42.5 °C heat treatment for 1 h, while there is only a slight but significant decrease at 40 °C for 6 h (Figure S5). 

We also intended to measure the mitochondrial membrane potential (ΔΨ_m_) to determine the effects of heat priming and BA challenge on mitochondria. For this purpose, we stained the cells with a fluorescent dye JC-1, the emission spectra of which change if mitochondria shift from an active to a more inactive state or vice versa. Our results indicate that heat treatment itself may alter the ΔΨ_m_ (Figure 3a), as already described before [28,39]. While BA challenge decreased ΔΨ_m_ significantly in all samples, protection by heat pretreatment could only be detected for cells primed with moderate heat (42.5 °C for 1 h).

Since HS and membrane fluidization induce the production of reactive oxygen species [40,41,42,43,44,45,46], we investigated how the priming temperature and BA challenge alter the amount of oxidized lipids. CHO cells were labeled with the lipid peroxidation-sensitive fluorescent dye diphenyl-1-pyrenylphosphine (DPPP) after priming. Fold change in fluorescence of oxidized DPPP was calculated by obtaining fluorescence before and after priming and after BA challenge (Figure 3b). Compared to non-primed cells, priming conferred a significant protection (48–65%) against lipid peroxidation elicited by BA challenge in all cases.

### 3.3. RNA Sequencing Data Reveal Distinct, Dose-Dependent Stress Transcriptomes 

To gain insight into the mechanism of the development of acquired stress tolerance, we conducted a transcriptomic analysis to obtain a global view of the effects of heat treatment. One prompt step of stress response is the altered gene expression, which normally contributes to the upregulated production of Hsps and other stress-related proteins and the hindering of less necessary protein synthesis [47,48,49,50].

We investigated the transcriptome of CHO cells following heat treatments (40 °C for 1 h, 6 h and 42.5 °C for 1 h) by RNA sequencing to identify molecular pathways associated with the different stress doses and acquired stress resistance.

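RNA of CHO cells, a Chinese hamster ovary line, was sequenced from 4 cultures at 37 °C, 4 at 40 °C for 1 h, 4 at 40 °C for 6 h and 4 at 42.5 °C for 1 h, lettered A to D in each group. The sample labels and the paper's text give no time point for the cultures at 37 °C. Differences of the 6 h group from the other groups may therefore hold an effect of time in culture. The authors deposited the number of reads counted on each of 20824 genes in each library, without normalization, and 14960 genes had at least 1 count in any library. The total was between 10504192 and 14668365 counts per library, with a median of 12430016 at 37 °C, 12759812 at 40 °C for 1 h, 12573465 at 40 °C for 6 h and 10980907 at 42.5 °C for 1 h. The smallest expression that 3 counts can show was between 0.205 and 0.286 CPM, a floor that covers counting error only. Each heated group was compared with 37 °C replicates A, B and C by the quasi-likelihood test of edgeR on the libraries of the 2 groups, with TMM normalization and edgeR's default filter on low counts. A gene was called a differentially expressed gene (DEG) at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 either way, the thresholds the paper gives. Between replicates, the biological coefficient of variation was between 0.049 and 0.056 in the 6 comparisons made. The letters were tested as pairs, because they come from the sample labels and the paper's text does not say whether cultures with the same letter were handled together. After subtracting each group's mean, libraries with the same letter correlated across 10627 genes with a mean r of 0.05 over 21 pairs, and libraries with different letters with a mean r of -0.02 over 63 pairs.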

We have individually compared the RNAseq transcriptome profiles of the three distinct heat shock-treated samples to the 37 °C controls. 

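After 1 h at 40 °C, 35 of 10494 tested genes were DEGs against 37 °C, 29 of them higher and 6 lower. After 6 h at 40 °C, 326 of 10499 genes were DEGs, 152 higher and 174 lower. After 1 h at 42.5 °C, 786 of 10470 genes were DEGs, 296 higher and 490 lower. At least 1 of these comparisons called 1018 genes. With each library left out in turn, between 23 and 56 genes were called at 40 °C for 1 h, of which between 23 and 34 were among the 35. The range was 248 to 388 at 40 °C for 6 h, with 237 to 304 among the 326, and 701 to 854 at 42.5 °C, with 653 to 740 among the 786. The threshold moved these counts most, since adjusted p under 0.05 without the fold change of 1.5 gave 172, 3091 and 4510 genes, and edgeR's glmTreat, which tests against a fold change of 1.5, gave 2, 31 and 262. With the replicate letter as a block, 48, 333 and 717 genes were DEGs, and adjusted p under 0.05 alone gave 634, 2986 and 4700. The letter D had no 37 °C library in this fit, so heated D libraries add nothing to the difference from 37 °C. The block fit thus rests on the letters A, B and C. At 40 °C for 1 h its biological coefficient of variation was 0.025, against 0.049 without the block. The mean correlation of same-letter libraries was 0.13 at 40 °C for 1 h, 0.01 at 40 °C for 6 h and 0.03 at 42.5 °C. With all 4 control libraries, 3, 218 and 639 genes were DEGs.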

Out of the more than 20,000 genes of the Chinese hamster genome, we have altogether found 920 differentially expressed genes (DEGs) in the three treated–control sample pairs, which exhibited statistically significant change (FDR < 0.05) with at least a 1.5-fold gene expression difference (Table S1). 

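The genes with the largest changes among DEGs whose heated libraries all lay on one side of all control libraries were taken for each treatment. The largest rise at 40 °C for 1 h was in the gene that Table 1 names HSPA1A/HSPA1B (ENSCGRG00001001109), which the counts list by its identifier and which was paired with that name through its fold change in Table S1. Its log2 fold change was 3.14 (SE 0.47, adjusted p = 0.00324), and the replicate block gave 3.33. With all 4 control libraries it was no longer a DEG (adjusted p = 0.0824), nor with glmTreat (adjusted p = 0.0601), in a range of 3.46e-10 to 0.0824 over all alternatives. Zfand2a (ENSCGRG00001018973) rose by 1.74 on the log2 scale (SE 0.30, adjusted p = 0.0073) and Dnajb1 (ENSCGRG00001013728) by 1.63 (SE 0.25, adjusted p = 0.00334). Nat14 (ENSCGRG00001018762) rose by 1.32 (SE 0.31, adjusted p = 0.0407) and Clk1 (ENSCGRG00001018410) by 1.23 (SE 0.12, adjusted p = 9.7e-05). Zfand2a and Dnajb1 were DEGs in 13 of 15 fits and Clk1 in 15 of 15. The 6 h treatment raised Glyatl3 most (ENSCGRG00001016869), with a log2 fold change of 2.66 (SE 0.40, adjusted p = 0.000123) from 2 to 4 counts per control library, followed by WDR66 with 2.58. HSPA1A/HSPA1B rose there by 2.21 (SE 0.27, adjusted p = 2.1e-05). The largest falls were in NAA20 (ENSCGRG00001000733), with a log2 fold change of -2.24 (SE 0.38, adjusted p = 0.000387), and Tenm3, with -1.99. At 42.5 °C, HSPA1A/HSPA1B rose by 8.88 (SE 0.11, adjusted p = 3.71e-18). Genes whose control libraries held at most 1 count have no measured fold change. Against the floor of 3 counts, the mean at 42.5 °C was at least 14.7-fold higher for ENSCGRG00001020860 and at least 7.59-fold higher for Kdf1 (ENSCGRG00001003180). The bound for ENSCGRG00001020860 holds for the mean only, as its libraries at 42.5 °C ran from 7 to 64 counts. This gene also had at least 20 counts in 1 library and 0 in another of the same group, with up to 152 at 40 °C. Aldh8a1 (ENSCGRG00001023246) was at least 6.76-fold higher and ENSCGRG00001020552 at least 5.4-fold higher. The largest falls at 42.5 °C were in RIN2, Cxcl1 (ENSCGRG00001017483), BCLAF1, Tlr6 and HOXD4, and that of Cxcl1 was -2.88 (SE 0.18, adjusted p = 1.38e-08).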

Table 1 represents a selection of those genes which changed most significantly upon the different heat treatments.

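Principal components were computed from log2 CPM (prior count 2) of the 1018 genes called in at least 1 comparison, each centred and scaled to unit variance, over the 15 libraries the paper used. PC1 held 55.8% of the variance and PC2 21.4%. On PC1 the libraries at 42.5 °C had a mean score of 37.3 ± 5.8 (SD, n = 4), against -20.4 ± 1.5 (SD, n = 3) at 37 °C, -9.6 ± 4.2 (SD, n = 4) at 40 °C for 1 h and -12.4 ± 2 (SD, n = 4) at 40 °C for 6 h. PC2 separated 40 °C for 6 h, with a mean score of 20.7 ± 6.5, from 37 °C with -18.4 ± 0.6, 40 °C for 1 h with -4.2 ± 3.8 and 42.5 °C with -2.6 ± 4.3. With each library left out of its own group's centroid, all 15 libraries were nearest to their own group. The genes were selected for differing between these groups, which by itself draws the groups apart. With all 10579 genes that passed the filter in any comparison, 14 of 15 libraries were nearest to their own group and replicate B at 40 °C for 1 h was nearest to 37 °C, with 32% of the variance on PC1. With all 4 control libraries, 14 of 16 were nearest to their own group, while 37 °C replicate D was nearest to 40 °C for 1 h and replicate B at 40 °C for 1 h was nearest to 37 °C.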

Based on principal component analysis (PCA) of the DEGs, the samples separated into four non-overlapping clusters, which corresponded to the different heat treatments, supporting the existence of unique gene expression patterns in all heat shock conditions (Figure 4a). 

The heatmap representation of hierarchical cluster analysis reflected the DEG patterns in all experimental conditions (Figure 4b). A mild HS exhibits a considerably distinct transcription profile compared to moderate heat exposure (42.5 °C, 1 h), although some of the DEGs exhibit a similar gene expression pattern.

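The treatments were also compared with each other directly. Between 42.5 °C for 1 h and 40 °C for 1 h, 550 genes were DEGs, 183 higher and 367 lower at 42.5 °C. Between 42.5 °C for 1 h and 40 °C for 6 h there were 860, 264 higher and 596 lower at 42.5 °C, and between 6 h and 1 h at 40 °C there were 134, 58 higher and 76 lower at 6 h. With the replicate letter as a block these counts were 546, 858 and 138, and the mean correlation of same-letter libraries was 0.03, 0.05 and 0.04. With each library left out in turn they ranged from 510 to 618, from 810 to 922 and from 101 to 175. All 29 DEGs shared by 40 °C for 1 h and 42.5 °C changed in the same direction, as did all 19 shared by 1 h and 6 h at 40 °C. Of the 97 shared by 40 °C for 6 h and 42.5 °C, 88 changed in the same direction and 9 in opposite directions. Over all 10627 genes, the log2 fold changes were correlated after giving each of 2 treatments its own control libraries, A for the first and B and C for the second, since shared controls raise the correlation. Pearson's r across genes was then 0.36 between 40 °C for 1 h and 42.5 °C, 0.24 between 40 °C for 6 h and 42.5 °C, and 0.36 between 1 h and 6 h at 40 °C. It was 0.54, 0.33 and 0.61 with shared controls.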

The Venn diagram shows that with increasing intensity and/or length of heat treatment, the number of DEGs increases (Figure 4c). 

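Of the genes called here, 676 were DEGs at 42.5 °C only, 226 at 40 °C for 6 h only and 3 at 40 °C for 1 h only. Both 40 °C for 6 h and 42.5 °C called 81 genes, both 40 °C for 1 h and 42.5 °C called 13, and both treatments at 40 °C called 3. All treatments called 16 genes. Being called in a single comparison does not show that a gene differs between treatments, which the direct comparisons test. The 3 genes of 40 °C for 1 h only became 6 without a filter on low counts and 7 with the replicate block.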

Under 40 °C mild stress, 4% and 32% of all DEGs changed significantly in 1 and 6 h, respectively, while under moderate heat treatment (42.5 °C, 1 h) ca. 75% of the DEGs were altered.

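As shares of the union, the DEGs made up 3.4% at 40 °C for 1 h (95% Wilson interval 2.5 to 4.7), 32% at 40 °C for 6 h (29.2 to 35) and 77.2% at 42.5 °C (74.5 to 79.7). The intervals treat genes as independent draws and hold no variation between cultures. Leaving out single libraries moved the first share between 2.3% and 5.5%, the second between 26% and 36.3% and the third between 73.5% and 82.5%. The group at 42.5 °C had the lowest median total count. With the replicate block the shares were 4.9%, 34.2% and 73.5%.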

The top 50 most enriched pathways that involve these DEGs were identified by Ingenuity Pathway Analysis (IPA) (Table S2a–c). 

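Transcripts of heat shock proteins were followed in each library. HSPA1A/HSPA1B was between 2.6 and 4.04 CPM in the 3 libraries at 37 °C, and its mean was 31.6 ± 20.2 (SD, n = 4) at 40 °C for 1 h, 16.7 ± 7.11 (SD, n = 4) at 40 °C for 6 h and 1690 ± 143 (SD, n = 4) at 42.5 °C. Its libraries in the 1 h group at 40 °C ran from 15.1 to 57.9 CPM, all above the highest control library. Hspb1 (ENSCGRG00001015556), which encodes Hsp25, was at 54.2 ± 3.83 CPM at 37 °C, 117 ± 28.1 at 40 °C for 1 h, 156 ± 58.4 at 40 °C for 6 h and 423 ± 137 at 42.5 °C. Its log2 fold change was 1.11 (SE 0.14, adjusted p = 0.000676) at 40 °C for 1 h and 1.53 (SE 0.20, adjusted p = 3.85e-05) at 40 °C for 6 h. HSPA8 (ENSCGRG00001018983) had log2 fold changes of 0.72 (SE 0.09, adjusted p = 0.000524) and 1.47 (SE 0.10, adjusted p = 3.8e-08), and between 1 h and 6 h it rose by 0.76 (SE 0.11, adjusted p = 0.000203). Hspb1 and HSPA8 were not DEGs at 40 °C for 1 h with all 4 control libraries or with glmTreat. A set of 20 heat shock protein genes was tested by limma's camera with Benjamini-Hochberg adjustment over 21 tests. It was listed before the counts were read but after the paper's calls on the same libraries, so it is not independent of these data. The set's median log2 fold change at 40 °C for 1 h was 0.33, with 20 of 20 genes higher (adjusted p = 4.03e-43), and at 40 °C for 6 h it was 0.52, with 19 of 20 higher (adjusted p = 1.35e-19). The replicate block, where same-letter libraries correlated by 0.13 and 0.01, gave adjusted p of 1.82e-81 and 1.51e-25. The test moved this most, since limma's fry gave 0.0213 and 0.00937, the highest values over all alternatives. At each of the 2 times 8 of the 20 genes were DEGs, and the number was also 8 with the adjustment over the set alone. Between 1 h and 6 h at 40 °C, the set had a median of 0.17 and did not pass the threshold (adjusted p = 0.073). Of the genes that Table S2a lists at 40 °C for 1 h, 6 of 6 for aldosterone signaling, 5 of 5 for protein ubiquitination and 3 of 4 for the unfolded protein response were DEGs here, all higher. Of those that Table S2b lists at 40 °C for 6 h, 12 of 12 for aldosterone signaling (10 higher) and 12 of 12 for protein ubiquitination (9 higher) were DEGs. These members were the paper's own calls on the same libraries.

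**Figure D1:**
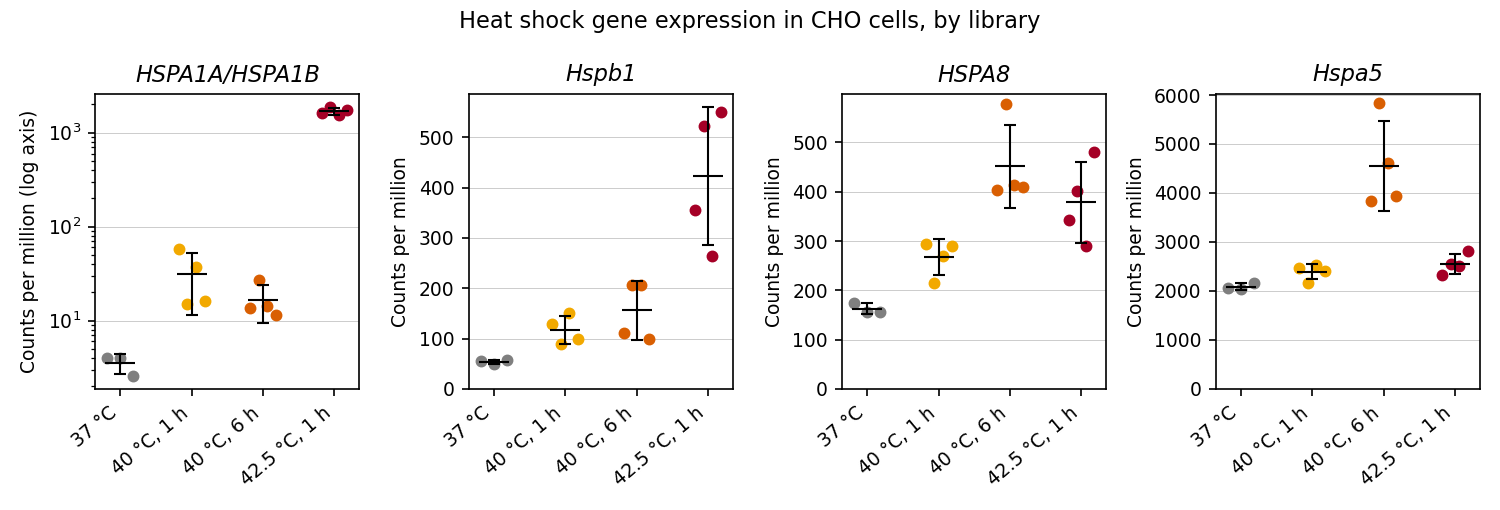
CPM of HSPA1A/HSPA1B (log axis), Hspb1, HSPA8 and Hspa5 in each of the 15 libraries the paper used, by treatment. Points are libraries, and bars give the mean and SD of each group. HSPA1A/HSPA1B reaches a mean of 1690 CPM at 42.5 °C, while Hspa5 is highest at 40 °C for 6 h.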

In the case of 40 °C, 1 h and 6 h heat treatments, genes of the most enriched pathways include many Hsps and other proteins related to HSR (e.g., aldosterone signaling in epithelial cells, unfolded protein response, protein ubiquitination pathway). IPA showed that 42.5 °C, 1 h treatment yielded higher enrichment for inflammation-related signaling pathways besides many which involve DEGs of Hsps (Figure 5 and Figure S6). 

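Of the 16 genes that Table S2c lists for IL-6 signaling at 42.5 °C for 1 h, 14 were found in the counts by name and all 14 were DEGs, 8 higher and 6 lower. Fos (ENSCGRG00001006758) rose by 4.95 on the log2 scale (SE 0.21, adjusted p = 1.91e-10), Il6 (ENSCGRG00001024135) by 0.88 (SE 0.15, adjusted p = 0.000252) and Traf6 by 1.04. Il6 was no longer a DEG with glmTreat. NFKBIA (ENSCGRG00001024024) had a log2 fold change of -1.74 (SE 0.08, adjusted p = 3.01e-10) and Tnfrsf1b of -1.08. Between 42.5 °C for 1 h and 40 °C for 1 h, Il6 differed by 0.70 (SE 0.13, adjusted p = 0.000779) and NFKBIA by -1.48 (SE 0.09, adjusted p = 1.79e-08). A set of inflammatory genes (23 tested at 42.5 °C) had a median log2 fold change of -0.09, with 9 higher and 14 lower (adjusted p = 0.278, and 0.37 with the replicate block, where same-letter libraries correlated by 0.03). Over all alternatives its adjusted p ran from 0.0298 with fry to 0.628. Within it, 7 genes were higher DEGs and 4 lower DEGs, 11 in all with either adjustment, against 786 DEGs among all 10470 genes tested. The camera test looks for a shift of a set in 1 direction, so it can miss a set that changes both ways. It therefore does not test the enrichment that the paper reports, which has no direction. Against 40 °C for 1 h the set did not pass the threshold at 42.5 °C, with a median of -0.06 (adjusted p = 0.415). Against 40 °C for 6 h it was higher at 42.5 °C, with a median of 0.52 (adjusted p = 4.89e-05). This came from 40 °C for 6 h, where its median against 37 °C was -0.53 over 23 genes (adjusted p = 1.73e-11). The labels give the 37 °C cultures no time point, so time in culture is not separated from heat there. A set of immediate early genes (24 tested), Fos among them, had a median of 0.70 at 42.5 °C, with 17 higher and 7 lower (adjusted p = 5.45e-11, and 9.43e-15 with the replicate block). Of the genes that the same table lists for aldosterone signaling, which holds many heat shock proteins, 14 of 16 were DEGs, 11 of them higher. The heat shock set had a median of 0.91 at 42.5 °C, with 20 of 20 genes higher (adjusted p = 3.23e-47), and its difference from 40 °C for 1 h had a median of 0.55 (adjusted p = 5.81e-14).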

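All 6 genes that Table S2b lists for the unfolded protein response (UPR), the response to misfolded protein in the endoplasmic reticulum, were DEGs here at 40 °C for 6 h. HSPA1A/HSPA1B, HSPA5, HSPA8, HSPH1 and HSP90B1 were higher and ATF4 was lower. Hsph1 (ENSCGRG00001021270) rose by 1.21 on the log2 scale (SE 0.14, adjusted p = 1.01e-05) and Hsp90b1 (ENSCGRG00001023543) by 0.75 (SE 0.07, adjusted p = 2.51e-06). Hsp90b1 was at 2310 ± 85.9 CPM (SD, n = 3) at 37 °C and 3880 ± 468 (SD, n = 4) at 40 °C for 6 h. Atf4 (ENSCGRG00001018678) was at 197 ± 29 CPM at 37 °C and 117 ± 6.34 at 40 °C for 6 h, a log2 fold change of -0.75 (SE 0.07, adjusted p = 2.68e-06). With each library left out in turn, its log2 fold change stayed between -0.82 and -0.62. Hsp90b1 and Atf4 lost their call with glmTreat only.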

Based on IPA prediction, one of the most significantly enriched pathways showing overall activation tendencies was the unfolded protein response, especially in cells heated at 40 °C for 6 h (Figure S7).

### 3.4. Lipidomic Data Reveal Distinct, Dose-Dependent Stress Lipidomes

To identify HS-related lipid signatures, we prepared total lipid extracts from untreated and heat-treated (40 °C for 1 and 6 h and 42.5 °C for 1 h) CHO cells, and performed high-sensitivity, high-resolution mass spectrometry-based shotgun lipidomic analysis. Approximately 380 lipid species were identified and quantified (Table S3). Lipid compositional data (expressed as mol% of membrane lipids) were subjected to partial least squares discriminant analysis. The goodness-of-fit (R2) value of 0.98 and the goodness-of-prediction (Q2) value of 0.90 indicated that it was a reliable model to detect differences among the four sample groups and confirmed an adequate robustness. The well-distinguishable clusters (Figure 6a) demonstrated characteristic, dose-dependent changes in the lipidomes of CHO cells in response to HS.

Subsequently, we compared the molecular species patterns for all treatment groups; more than 200 lipid molecules changed significantly at least in one of the applied stress conditions relative to the unstressed control. The Venn diagram in Figure 6b shows that the longer mild HS (40 °C, 6 h) accounted for 62% of all significant alterations, whereas this number was 7% and 31% for the shorter mild (40 °C, 1 h) and moderate HS (42.5 °C, 1 h), respectively.

Further data analysis revealed several alterations with explanatory relevance. Table 2 represents a selection of those lipid species which changed significantly and contributed mostly to the global membrane lipidomic alterations, whereas the complete dataset is listed in Table S3. The heat stress at 40 °C for 6 h caused comprehensive changes throughout several lipid classes, which reflected an adaptive response to the prolonged stress duration. The most remarkable feature was the significant increase in the relative concentration of disaturated and monounsaturated membrane lipid species (db ≤ 1), such as PC(32:0) or (PC(34:1) (Figure 7a and Table S3), which was paralleled with a significant loss in polyunsaturated components (db ≥ 4), in particular, the arachidonic acid (20:4 n-6)-containing PC(36:4, 16:0/20:4) and PI(38:4, 18:0/20:4) species (Figure 7b and Table S3). In addition, we documented a significant increase in the relative amount of lysoglycerophospholipid species, especially in LPC(16:0) and LPI(18:0) (Figure 7c and Table S3). The moderate heat treatment (42.5 °C, 1 h) shared numerous changes with the prolonged mild stress (32% of all significant alterations), such as the relative increase in PC(32:0) and the decrease in PC(36:4) (Figure 7a,b). However, in contrast to the prolonged mild stress, the overall loss in polyunsaturated (PUFA)-containing components was significant only for species with db = 6 and db = 7, i.e., for those that contained docosahexaenoic acid (22:6 n-3) (Table S3). Moreover, whereas the accumulation in the long-chain 24:1 fatty acid-containing ceramide species Cer(42:2:2) was sizeable in each conditions, the elevation in the major, palmitic acid-containing sphingolipid species Cer(34:1:2), hexosylceramide HexCer(34:1:2) and sphingomyelin SM(34:1:2) was specific for the 1 h heat stress at 42.5 °C (Figure 7d and Table S3). Similarly to transcriptomic results, the 1 h HS at 40 °C induced only a subtle response at the level of the lipidome, mostly shared with the other treatments, and resulted, e.g., in the elevation of Cer(42:2:2) and LPI(18:0) (Figure 7c,d).

## 4. Discussion

In a multidisciplinary approach combining ultrasensitive fluorescence microscopy and lipidomics, we have previously revealed the molecular details of novel cellular “eustress”, when cells adapt to mild acute heat treatment by maintaining membrane homeostasis, activating lipid remodeling and redistributing chaperone proteins [4]. Previously, we characterized a short (20 min) incubation at 40 °C as mild heat dosage, which induced no Hsp synthesis, yet resulted in significant acquired thermotolerance [4]. For better understanding of febrile hyperthermia, in the current study we explored HSR in CHO cells during mild heat shock for 0–12 h. An increase in Hsp25 level was detected only after 2 h and 4 h of heat treatment, with or without recovery time, respectively. Nevertheless, even a longer heat treatment (≥6 h) yielded no detectable Hsp70 induction, indicating that the cells do not experience higher stress alertness [4]. Earlier, it was suggested that the accumulation of Hsp chaperones is a prerequisite to establish effective acquired thermotolerance [51]. A recent high-throughput quantitative proteomics and targeted mRNA quantification in Jurkat T lymphocytes revealed that a moderate heat treatment of 4 h, 41 °C causes only a minor across-the-board mass loss in housekeeping proteins which is matched by a mass gain in a few Hsps, predominantly cytosolic [52]. Our Western blot experiments, however, suggest that during the initial few hours of a milder heat treatment the perturbation in the protein production is negligible regardless of the preexisting mRNAs. Previous investigations on avian (chicken reticulocytes) and mammalian (Chinese hamster fibroblast) cells also indicated that a mild temperature treatment up to 41 °C does not necessarily affect protein production [53,54].

A longer mild (40 °C for 6 h) or a short moderate (42.5 °C for 1 h) heat pretreatment before subsequent prompt, lethal, protein-denaturing heat shock produced acquired stress tolerance only if the corresponding Hsp25 level was higher, suggesting the requirement of the classical Hsp response. Indeed, it was previously reported that heat preconditioning at a mild temperature (40 °C for 3 h) in mammalian cells led to the development of thermotolerance, which was associated with an increase in the expression of several Hsps including Hsp72 [55,56]. The expression of Hsps 27, 32, 72 and 90 was significantly increased after 2 or 3 h at 40 °C in HeLa and CHO cells in agreement with our results of Hsp25 induction (Figure 1). Our current and previous studies in mammalian [4] and bacterial [57] cells and others’ observations in plants [58], however, show that membrane protective stress tolerance develops in the absence of the induction of stress proteins which indeed are required for a more severe, protein-denaturing heat treatment. These previous findings have already highlighted the importance of membrane retailoring under such conditions.

In order to test how mild hyperthermia could protect membrane homeostasis, we used benzyl alcohol, a membrane fluidizer agent that decreases the viscosity of lipid bilayers, thus mimicking the effect of higher temperatures without unfolding proteins [28]. Interestingly, a preconditioning with either mild or moderate heat treatment resulted in acquisition of BA tolerance independently of Hsp25 induction (Figure 2). BA can also spatially compete with lipids that normally surround intrinsic proteins, which might result in deterioration of their function [26,27]. Accordingly, it has an adverse effect on the members of the mitochondrial electron transport chain [38]. For example, Armston et al. found that BA-induced membrane fluidization coincidentally changes with the arrest of mitochondrial succinate oxidation [59]. The latter leads to succinate accumulation [60], which triggers the production of reactive oxygen species (ROS) [61]. Another study reported that BA damages mitochondria through ROS induction, and as a result of mitochondrial impairment, further ROS production takes place and creates a positive feedback loop in the direction of cellular death [62]. Mitochondrial lipids, especially cardiolipin and PUFAs, are prone to lipid peroxidation caused by ROS [63]. Additionally, Sergent et al. linked the effect of ethyl alcohol to lipid peroxidation through ROS production [45]. The amount of lipid peroxidation of primed cells following BA challenge is consistent with the cellular survival which can be regarded as another aspect of acquired stress tolerance (Figure 3b vs. Figure 2). Since mild heat priming (in this study) does not protect cells against severe heat-induced protein denaturation but protect against BA challenge, we can probably rule out BA-induced protein denaturation. As mitochondria are the main source of cellular ATP, it is noteworthy that no significant change in the ATP level could be detected between cells incubated at 37 °C and 40 °C (Figure S5). We also found that mitochondrial membrane potential was increased by a short dosage of mild heat (Figure 3a) which was previously observed only for higher temperatures (42–45 °C) [28,55]. Mitochondrial hyperpolarization represents an early and reversible step in apoptosis, peaking at the dose of the stressors that elicit maximum Hsp response and it could serve as a key event in the stress signaling of K562 cells [28]. As in a study by others [62], our results indicate a decrease in the ΔΨm after high dosage of BA challenge. Interestingly, in a previous study we found an opposite effect of BA and another fluidizing agent heptanol but in that case these agents were used in a much lower concentration [28].

Mild hyperthermia also protects against oxidative stress (Figure 2c). Interestingly, even the lowest dosage of mild hyperthermic pretreatment resulted in a significant protection against *tert*-butyl hydroperoxide (TBHP) treatment which generates a broad spectrum of free radicals in different intracellular compartments. As cytoprotective agents, Hsps enable cells to resist as well as recover from oxidative stress at many levels [64]. Since lipid peroxidation is considered to be one of the primary reasons for cell damage during oxidative stress, the translocation of preexisting Hsps to membranes [20,65] could be one possible explanation, especially since Hsp relocalization was also observed in our previous study in CHO cells [4]. However, the loss in polyunsaturated species during mild hyperthermia (see below) could also significantly stabilize membranes against oxidative damage.

Upon fever-like conditions, the expression of a large number of genes is affected together with many HSR- or UPR-related RNAs [25,66,67]. Ingenuity Pathway Analysis (IPA) of our RNAseq data revealed several enriched pathways in a mild heat shock condition, out of which many are related to stress response and contain HSR- and UPR-associated DEGs (Table S2a,b). A moderate heat condition, in addition, involved the enrichment of inflammation-associated pathways (Table S2c). In agreement with a previous study [68], in our transcriptomics experiments UPR was the most significantly influenced pathway under a longer mild hyperthermia condition. 

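Hspa5 (ENSCGRG00001013777) encodes the endoplasmic reticulum chaperone BiP. Its expression was 2090 ± 67.1 CPM (SD, n = 3) at 37 °C and 4550 ± 916 (SD, n = 4) at 40 °C for 6 h, from at least 25003 counts in every library. The lowest of the libraries at 40 °C for 6 h, at 3830 CPM, was above the highest control library, at 2160 CPM. The rise was 1.13 on the log2 scale (SE 0.10, adjusted p = 1.6e-06 by edgeR). The replicate block, where same-letter libraries correlated by 0.01, gave 1.17 (adjusted p = 7.39e-06). With each library left out in turn it stayed between 0.98 and 1.20, and Hspa5 was a DEG in all 15 fits, with adjusted p at most 0.00392.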

In the case of 40 °C, 6 h heat treatment, the IPA MAP tool predicted a substantial activation of the entire UPR pathway due to the upregulation of the key regulator HspA5 (alias BIP). Nevertheless, this prediction cannot be seen for the 40 °C, 1 h condition, possibly because of the too short treatment, while for 42.5 °C, 1 h, other cellular processes might be dominant. 

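Hspa5 was at 2390 ± 160 CPM (SD, n = 4) at 40 °C for 1 h and at 2550 ± 200 (SD, n = 4) at 42.5 °C for 1 h. Against 37 °C these were log2 fold changes of 0.20 (SE 0.05, adjusted p = 0.0797) and 0.29 (SE 0.05, adjusted p = 0.000433), both under a fold change of 1.5. With the replicate block the value at 40 °C for 1 h, where same-letter libraries correlated by 0.13, was 0.19 with an adjusted p of 0.000288, in a range of 0.000288 to 1 over all alternatives, and that at 42.5 °C was 0.24. Compared directly, 40 °C for 6 h was higher than 40 °C for 1 h by 0.93 (SE 0.10, adjusted p = 2.15e-05, and 0.91 with the replicate block, where same-letter libraries correlated by 0.04). From 40 °C for 6 h to 42.5 °C for 1 h, Hspa5 fell by 0.83 (SE 0.10, adjusted p = 3.27e-06, and -0.82 with the replicate block). Neither difference passed glmTreat (adjusted p = 0.187 and 0.0817), where adjusted p over all alternatives ran from 1.5e-12 to 0.187 and from 1.15e-16 to 0.0817. Of the genes that Table S2a lists for the UPR at 40 °C for 1 h, DDIT3 was not a DEG. Its log2 fold change was 0.63 (SE 0.19, adjusted p = 0.123). It was a DEG with the replicate block (0.60, adjusted p = 0.0154), with no filter and without 40 °C, 1 h replicate B. At 42.5 °C, 5 of the 6 UPR genes of Table S2c were found by name and were DEGs, 4 higher and SYVN1 lower.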

IPA simulation suggests that mild heat shock induces all the three branches of UPR, which presumes the importance of endoplasmic reticulum stress in acquiring stress tolerance (Figure S7).

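Genes of each UPR branch were listed before the counts were read, but after the paper's calls on the same libraries, and tested as sets. The 14 genes of the ATF6 branch had a median log2 fold change of 0.57 at 40 °C for 6 h, with 13 higher (adjusted p = 7.78e-19). Adjusted p ran from 2.05e-27 to 0.00396 over all alternatives. Of these, 7 were DEGs, all higher, among them Pdia4 (ENSCGRG00001005477), which rose by 0.97 (SE 0.09, adjusted p = 1.09e-06). The 14 genes of the IRE1 branch had a median of 0.11, with 11 higher (adjusted p = 0.00239, from 0.00156 to 0.0141). None of them was a DEG, with 8 at an unadjusted p under 0.05. The 25 genes of the PERK branch had a median of -0.24, with 6 higher and 19 lower (adjusted p = 6.79e-07, from 5.78e-10 to 0.00513). Its median stayed between -0.31 and -0.22 over all alternatives. Of these, 1 gene was a higher DEG and 6 were lower DEGs, among them Slc7a11 (ENSCGRG00001013535), with a log2 fold change of -1.03 (SE 0.17, adjusted p = 0.000265), lost with glmTreat only. With the adjustment over each set alone, 7, 0 and 8 genes were DEGs. Xbp1 (ENSCGRG00001019438), a gene of the UPR whose mRNA is spliced by IRE1, rose by 0.60 (SE 0.09, adjusted p = 0.000116) but was a DEG in only 9 of 15 fits, and splicing cannot be read from gene counts. Ddit3, a target of PERK signaling, rose by 0.47 (SE 0.14, adjusted p = 0.0188), under a fold change of 1.5. The replicate block, where same-letter libraries correlated by 0.01, gave adjusted p of 4.3e-22 for the ATF6 branch, 0.003 for the IRE1 branch and 1.72e-06 for the PERK branch. The medians at 40 °C for 1 h were 0.12 for the ATF6 branch (adjusted p = 1.21e-05), 0.03 for the IRE1 branch (adjusted p = 0.143) and -0.06 for the PERK branch (adjusted p = 0.0393, and 0.0853 with the replicate block, where same-letter libraries correlated by 0.13). The PERK value ran from 0.00312 to 0.198 over all alternatives. Between 1 h and 6 h at 40 °C, the ATF6 branch rose by a median of 0.43 (adjusted p = 3.68e-19), the IRE1 branch by 0.07 (adjusted p = 0.0043), and the PERK branch fell by 0.15 (adjusted p = 6.47e-06). The paper ties the activation of the UPR that IPA predicts at 40 °C for 6 h to the upregulation of HspA5. From a simulation in IPA it proposes that mild heat shock induces all branches of the UPR, and from this it presumes that endoplasmic reticulum stress is important in acquiring stress tolerance. The sets tested here hold mRNA levels, not the pathway activity that IPA predicts.

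**Figure D2:**
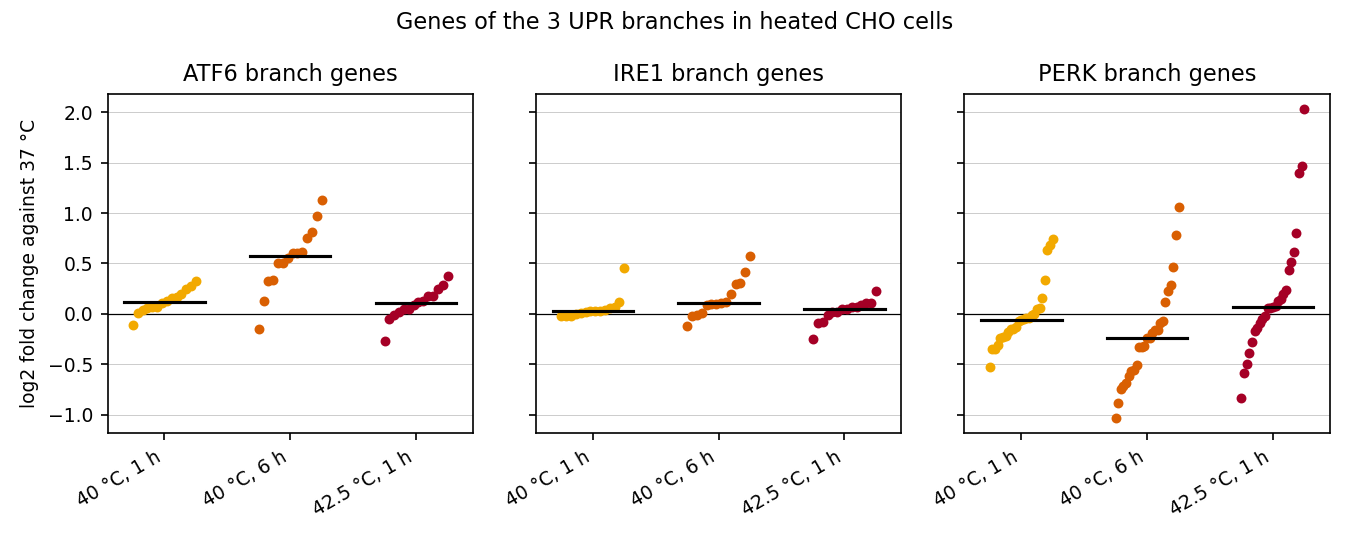
Log2 fold change against 37 °C of each gene of the ATF6, IRE1 and PERK branches at 40 °C for 1 h or 6 h and at 42.5 °C. Points are genes and lines are medians. At 40 °C for 6 h the median of the ATF6 branch is 0.57 and that of the PERK branch is -0.24.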

The ER stress pathway has already been reported to be induced partially or fully as a consequence of mild hyperthermia in parallel with induction of Hsp70 in AD293 cells [68]. They postulated that the activation of the ER stress pathway in parallel with the HSR orchestrates adaptation to febrile hyperthermia that occurs because of disease and infection. In another study, it was shown that preexposure to mild hyperthermia (40 °C for 3 h) alleviates the induction of cytotoxicity and ER stress by severe hyperthermia (42–43 °C) and protects HeLa cells against ER stress-induced apoptosis [67]. This protective effect could be abrogated by shRNA-mediated depletion of Hsp72. Our results suggest that in CHO cells the induction of ER stress response is required to develop tolerance to membrane-perturbing stress, but it is not sufficient to protect cells against a more severe heat shock, which requires Hsp induction (Figure 2). 

Protein quality control and lipid metabolism are intimately connected at both cellular and molecular levels. Besides the accumulation of unfolded proteins in the lumen of the ER, modulations in the physicochemical properties of the ER membrane, due to lipid imbalances, serve as activating signals for the UPR [69]. Previously, we showed that HS treatment gave rise to distinct CHO lipidomic fingerprints, in a temperature-dependent manner, after a very short, 20 min heat exposure [4]. We postulated that the structural changes in cellular membranes are linked to HS signaling by specific sensors or sensor networks. Indeed, ER-resident proteins were identified that sense bulk membrane lipid properties to maintain lipid homeostasis [14]. However, only sensors that detect fluidity decrease have been identified to date. We propose that either a new set of ER sensors exists for detecting fluidity increases or the currently identified sensors are also capable of sensing an upshift in fluidity. IRE1 is a unique protein in this respect because it senses misfolded proteins through its ER luminal domain, but senses lipid bilayer stress by its transmembrane domain as well. 

Here, we investigated different layers of stress response elicited by different HS dosages. Importantly, the number of significant differences for the prolonged mild heat and the moderate HS showed a reversed distribution pattern for transcriptomic vs. lipidomic data, i.e., the milder but prolonged stress left more time to execute adaptive membrane lipid changes, whereas the acute but harsher stress provoked the expression of genes for a broader arsenal of protective pathways. 

To maintain membrane fluidity, fatty acid saturation is known to be tightly regulated to ensure cell functionality and vitality [11]. The significant elevation in the relative concentration of saturated membrane lipid species together with a significant loss in polyunsaturated species represented an overall membrane rigidification in response to the fluidizing HS. To execute such changes, concerted actions of enzymes of de novo lipid synthesis, subsequent deacylation/reacylation cycles and/or phospholipase actions are required. The loss in PUFA-containing lipids, in particular those that contain arachidonic acid, could be the result of phospholipase A2 induction. The enzyme selectively removes the PUFA from the sn2 position of mammalian phospholipids and generates the corresponding lysolipid; this is in agreement with the increase in lysolipids, e.g., LPC(16:0) (from PC(36:4)) or LPI(18:0) (from PI(38:4)). The loss in PI(38:4) can be the result of phospholipase C activity, too. The activations of phospholipase A2 and C were previously demonstrated in B16 cells subjected to different membrane-perturbing stresses [70]. Alternatively, downregulation of specific lysolipid acyltransferases, which incorporate PUFAs into phospholipids during membrane maturation, could also contribute to the relative accumulation of lysolipids and lowering of polyunsaturated species. Indeed, our lipidomic and transcriptomic observations are in agreement with a previous finding which showed that a decrease in membrane phospholipid unsaturation, provoked by stearoyl-CoA desaturase 1 knockdown, induced UPR in HeLa cells, and this could be synergistically enhanced by LPCAT3 knockdown [71]. Importantly, the products of phospholipase A2 action, free PUFAs and lysolipids themselves possess various signaling properties. In the present study, we found that LPI(18:0) displayed a significant increase, especially upon the prolonged mild HS. The discovery that the orphan G protein-coupled receptor GPR55 acts as the specific receptor for LPI has fueled novel interest in this lysolipid [72]. The LPI/GPR55 axis was suggested to play an important role in different physiological and pathological contexts. A recent study provided a novel protective effect of GPR55 agonists on ER stress-induced apoptosis in β-cells [73]. Therefore, we propose that the HS-induced LPI elevation could participate in CHO cell UPR signaling. On the other hand, due to their positive curvature-inducing property, the relative accumulation of lysophospholipids generates lipid bilayer stress, and might ultimately lead to UPR activation. Recently, it was also reported that macrophage IRE1 plays an unprecedented role in regulating phosphatidylinositide-derived signaling lipid metabolites (PIPs) and has a profound impact on the downstream mTOR-AKT signaling to control cellular growth [74]. PI(38:4) is the major source of phosphoinositides, therefore, its heat-induced decrease might modulate the ratio of different PIPs, thereby influencing the PI3K/mTOR/AKT signaling axis [19]. Such crosstalk between UPR and mTOR pathways could conceivably contribute to the effective cellular protection in HSR.

The changes that occurred in response to the moderate heat stress, especially the relative increase in different sphingolipids, suggest prompt membrane microdomain reorganization, as was previously shown for different cell types subjected to harsher temperature stress [70,75].

The modulation of the membrane structure by heat has been observed in many organisms before [76]. For instance, acclimation to different temperature environments causes adaptive changes in the lipid composition of cell membranes of fishes [77]. These changes in brain lipids have been associated with the maintenance of neuronal biophysical membrane properties at different temperatures, with the aim of keeping an appropriate cell signaling and correct physiology [78]. This phenomenon, called “homeoviscous adaptation” [79] of biomembranes, is a direct consequence of the classical fluid mosaic model [80] and its updated “dynamically structured” version [81]. Membranes need to be maintained in a functionally competent fluid state. Any perturbation of this structure should be quickly repaired to maintain important membrane-associated biological processes. Alternatively, to facilitate rapid retailoring of lipid composition, preexisting Hsps could temporarily associate with membranes and can reestablish the fluidity and bilayer stability and thereby restore the membrane functionality during stress conditions [82].

The maintenance of membrane homeostasis during diseases is especially important since under these circumstances cells may not be able to respond to stress conditions. Therefore, the modulation of membrane structure and dynamics could be an important therapeutic target. Such a “membrane-lipid therapy” approach was suggested to have potential for the treatment of metabolic, neurodegenerative, cancer and many other diseases [83]. Small molecules have already been suggested to therapeutically modulate the bilayer structure to treat type 2 diabetic complications, cancer, neurodegenerative diseases, etc. [84,85]. Mild hyperthermia, however, could be a viable alternative to such approaches [86]. The present study sheds light on the cellular and molecular mechanism of action for small molecules described before and thermal eustress. In this context, the use of electromagnetic fields to increase temperature in tumors and increase the efficacy of chemotherapy has been used for several years without clear elucidation of its mechanism of action [87]. The present study provides rationale for these therapeutic approaches, connecting thermal regulation with membrane lipid composition modulation and Hsp expression changes that control protein stability and cell signaling.

## 5. Conclusions

Stress response pathways have evolved to maintain cellular homeostasis and to ensure the survival of organisms under changing environmental conditions. Whereas severe stress is detrimental, mild stress can be beneficial for health and survival. In this study, we aimed to shed more light onto the cellular stress response, particularly in the case of fever-type mild heat, as distinct cellular tools sequentially engage in the coping mechanism. Besides understanding the fundamental basis of stress responses, novel therapeutic applications might arise from studying fever-type HS. For this reason, we used CHO cells to delineate the transition of cellular tools in response to prolonged stress by lipidomics and RNAseq experiments along with Hsp induction, survival and lipid peroxidation measurements.

Although the universally conserved heat shock response regulated by transcription factor HSF-1 has been implicated as an effector mechanism, the role and possible interplay with other cellular processes, such as UPR, remain poorly understood. 

Our study reveals that prolonged mild heat can similarly initiate ER-related signaling cascades resulting in lipid rearrangements and ultimately in an elevated resistance against membrane stress. Acquired stress resistance is induced in CHO cells following a mild hyperthermia which also results in a profound membrane lipid retailoring in a stress dosage-dependent manner. Although the complex chaperome network organization may contribute to this phenomenon [88], our findings demonstrate that UPR and membrane homeostatic changes are required for acquired membrane-perturbing stress resistance following a fever-type non-protein denaturing preconditioning, while Hsps are vitally important to survive a more severe, protein-denaturing heat shock. To generalize our results for different cells and tissues, broader systematic studies are needed in the future.

## Figures and Tables

**Figure 1:**
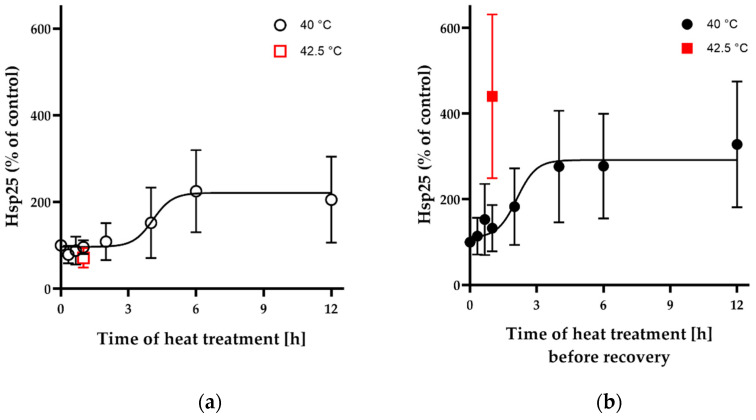

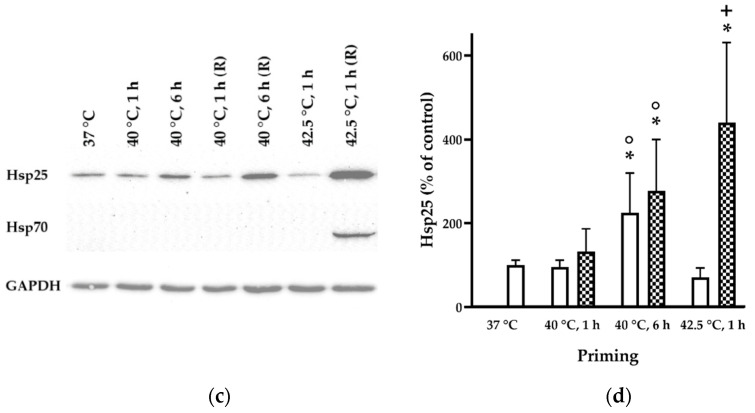
The effect of heat dosage on Hsp induction measured by Western blotting. (**a**,**b**) Time-dependent induction of Hsp25 upon mild heat treatment of CHO cells. Samples (40 °C and 42.5 °C denoted by black circles and red squares, respectively) were collected (**a**) right after (empty marks) HS or (**b**) following a 6 h recovery at 37 °C (solid marks). (**c**) Blot images of Hsp25, Hsp70 and GAPDH protein levels following a heat priming at 40 °C for 1 h or 6 h and 42.5 °C for 1 h without or with 6 h recovery (R) at 37 °C. (**d**) Relative quantification for Hsp25 induction in bar chart, in which recovery is indicated by checkerboard pattern. All data represent the means ± SD; *n* ≥ 5, *p* < 0.05 was considered statistically significant. Paired *t*-test was used for statistical comparisons, in which *, ° and + denote significant difference compared to 37 °C; 40 °C, 1 h with recovery; or 40 °C, 6 h with recovery, respectively. See experimental setup and blot images in Supplementary Figures S1 and S2.

**Figure 2:**
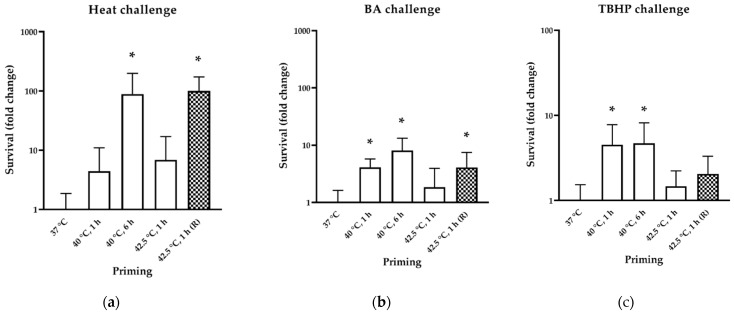
Acquired stress tolerance of heat-primed CHO cells. The quantitative analysis is based on colony formation assay. Primings were 1, 6 h at 40 °C or 42.5 °C for 1 h without or with 6 h recovery (R/checkerboard pattern) at 37 °C, which was followed by (**a**) a heat challenge with 46 °C for 20 min, (**b**) membrane fluidizing challenge by 95 mM BA for 20 min or (**c**) oxidative challenge by 250 µM TBHP for 3 h. Survival is represented as fold change compared to non-primed controls (37 °C). All data represent the means ± SD; *n* ≥ 3, *p* < 0.05 was considered statistically significant. Non-paired *t*-test was used for statistical comparisons, in which * denotes significant difference compared to 37 °C samples that received heat or BA challenge. See experimental setup and colony formation assay images in Supplementary Figure S4.

**Figure 3:**
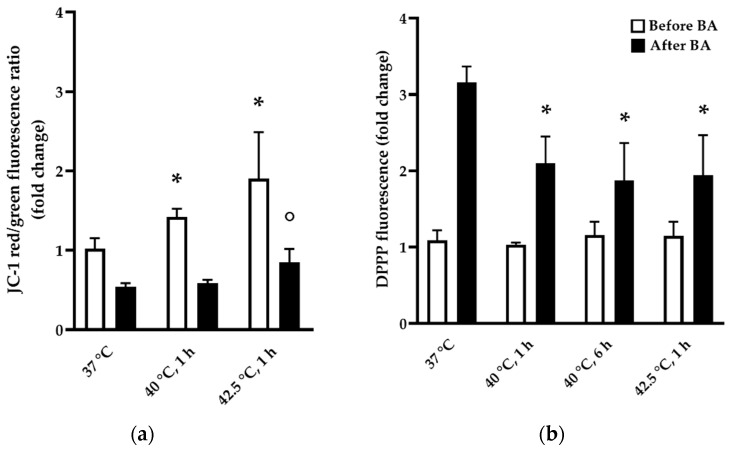
The effect of heat priming on mitochondrial membrane potential and lipid peroxidation of CHO cells. (**a**) Change in mitochondrial membrane potential measured by fluorescent JC-1 dye. Cells were primed at 40 °C for 1 h and 42.5 °C for 1 h, then fluorescence was read before (empty bars) and after (solid bars) addition of a challenging dose of 95 mM BA. Fold change was calculated in comparison to non-treated 37 °C. (**b**) CHO cells were primed at 40 °C for 1 h and 6 h and at 42.5 °C for 1 h, followed by lipid peroxidation-sensitive DPPP fluorescence measurement (empty bars). After heat pretreatments a challenging dose of 95 mM BA was introduced to the cells (solid bars). In (**a**,**b**), all data represent the means ± SD; *n* ≥ 9, *p* < 0.05 was considered statistically significant. Paired *t*-test was used for statistical comparisons. In (a), * and ° denote statistically significant difference compared to 37 °C and 37 °C + BA, respectively, while in (**b**), significant difference was compared to 37 °C + BA and denoted by *.

**Figure 4:**
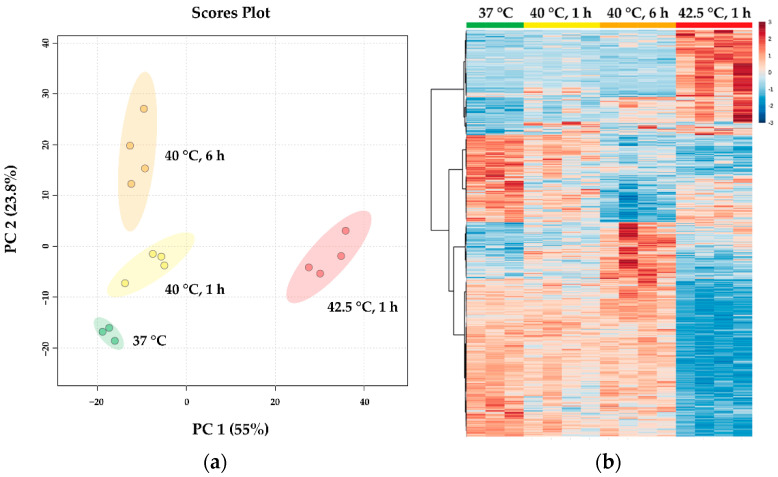

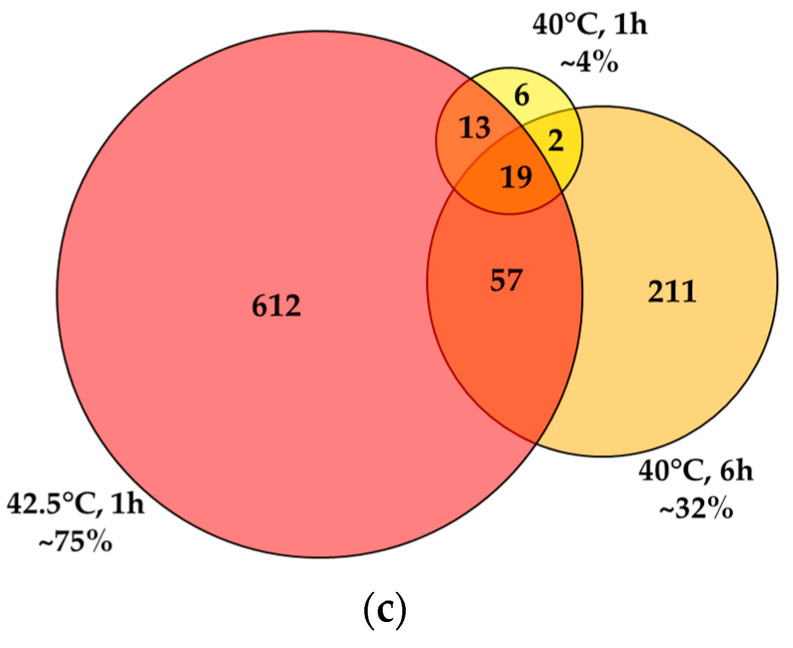
RNA sequencing data reveal distinct stress transcriptome upon different stress conditions. (**a**) RNAseq samples of CHO cells distinguished by principal component analysis. (**b**) Heatmap representation of hierarchical clustering. (**c**) Expression of total of 920 genes had significantly changed by different doses of mild (40 °C, 1 h and 6 h) and moderate (42.5 °C, 1 h) heat treatments in pairwise comparison to controls (37 °C)—shown in Venn diagram.

**Figure 5:**
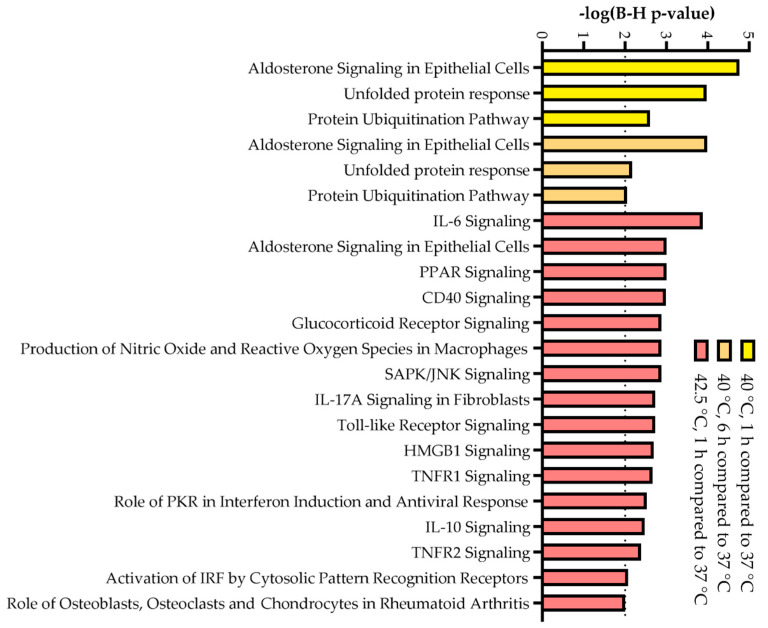
The most significantly enriched canonical pathways (−log(B-H *p*-value) > 2.0) in heat-treated CHO cells derived from Ingenuity Pathway Analysis (IPA).

**Figure 6:**
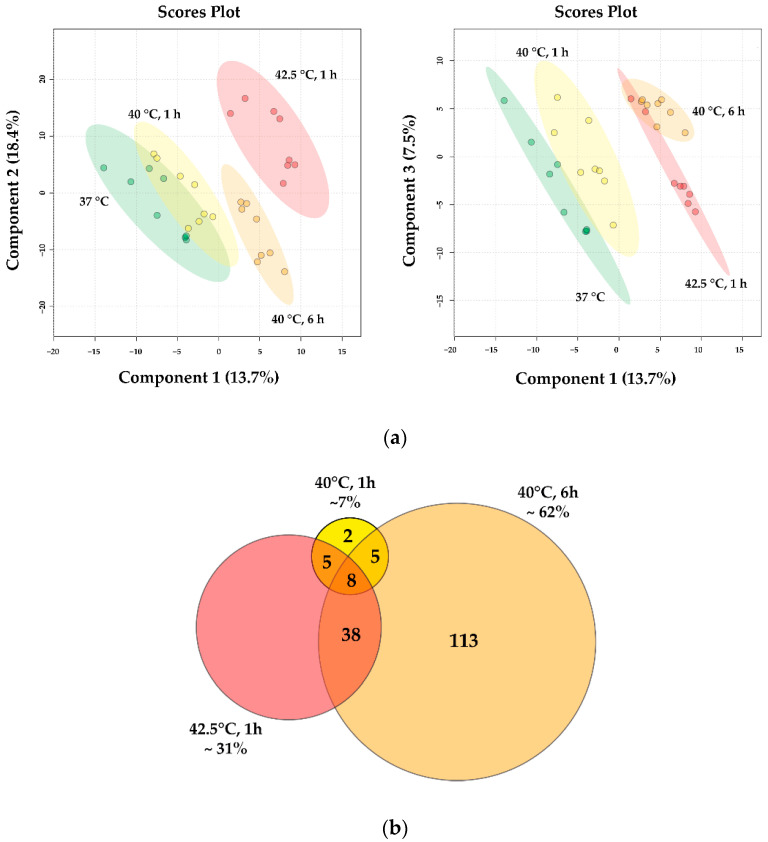
Heat-induced lipidomic changes. CHO cells were left untreated or subjected to 40 °C for 1 or 6 h or 42.5 °C for 1 h. (**a**) Partial least squares discriminant analysis score plots of lipidomic dataset based on relative concentration values. Circles display 95% confidence regions. The model was validated by a 2000-time permutation test (*p* = 0.0015). (**b**) Venn diagram displaying the number of statistically different components.

**Figure 7:**
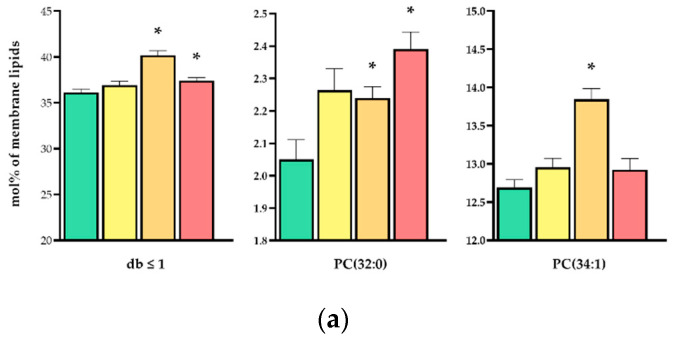

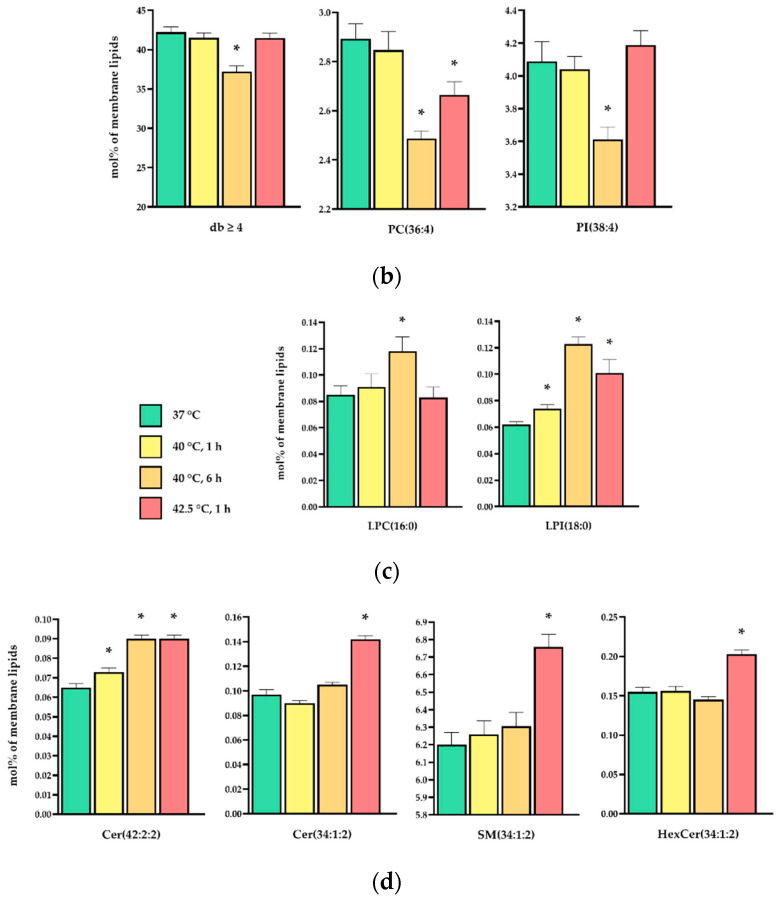
Heat-induced lipidomic changes. CHO cells were left untreated or subjected to 40 °C for 1 or 6 h or 42.5 °C for 1 h. (**a**–**d**) Changes in the relative concentration (**a**) of disaturated and monounsaturated membrane lipid species (db ≤ 1), (**b**) in polyunsaturated components (db ≥ 4), (**c**) in lysolipid species and (**d**) in sphingolipids. Data are expressed as mean ± SEM, *n* = 8; * denotes *p* < 0.025 compared to the untreated control. db, number of double bonds; PC, phosphatidylcholine; PI, phosphatidylinositol; LPC and LPI, the corresponding lyso species; Cer, ceramide; SM, sphingomyelin; HexCer, hexosylceramide.

**Table 1:** The mouse orthologs of the top 20 most increased (red) and decreased (green) genes exhibiting statistically significant expression change (fold change > 1.5, FDR < 0.05) *. The complete dataset with the original Chinese hamster genes is listed in Table S1.

(**a**) The strongest expression change for sample pair 40 °C, 1 h compared to 37 °C.			
**Symbol** **(Mouse Orthologs)**	**Entrez Gene Name**	**Fold Change**	**FDR**
HSPA1A/HSPA1B	heat shock protein family A (Hsp70) member 1A	9.82	0.00 × 10^0^
GLYATL3	glycine-N-acyltransferase like 3	4.65	7.30 × 10^3^
ZFAND2A	zinc finger AN1-type containing 2A	3.29	0.00 × 10^0^
DNAJB1	DnaJ heat shock protein family (Hsp40) member B1	3.17	0.00 × 10^0^
IL11	interleukin 11	2.41	9.05 × 10^−9^
CLK1	CDC like kinase 1	2.35	0.00 × 10^0^
HSPB1	heat shock protein family B (small) member 1	2.35	9.02 × 10^−12^
HSPH1	heat shock protein family H (Hsp110) member 1	2.23	2.18 × 10^−8^
JUN	Jun proto-oncogene, AP-1 transcription factor subunit	2.09	0.00 × 10^0^
IER5L	immediate early response 5 like	2.08	3.18 × 10^−12^
RSRP1	arginine and serine rich protein 1	2.03	0.00 × 10^0^
RBAK	RB associated KRAB zinc finger	1.86	6.28 × 10^−7^
BAG3	BCL2 associated athanogene 3	1.84	4.00 × 10^−8^
DEDD2	death effector domain containing 2	1.83	9.10 × 10^−7^
CEP295NL	CEP295 N-terminal like	1.77	1.83 × 10^−4^
HSPA8	heat shock protein family A (Hsp70) member 8	1.65	6.05 × 10^−10^
TIPARP	TCDD inducible poly(ADP-ribose) polymerase	1.63	3.27 × 10^−9^
DUSP8	dual specificity phosphatase 8	1.61	1.10 × 10^−7^
NUAK2	NUAK family kinase 2	1.60	1.00 × 10^−2^
CCDC117	coiled-coil domain containing 117	1.58	1.73 × 10^−5^
RIN2	Ras and Rab interactor 2	−309.83	4.55 × 10^−9^
HOXB3	homeobox B3	−2.33	5.07 × 10^−3^
LCMT2	leucine carboxyl methyltransferase 2	−2.30	1.39 × 10^−4^
NAA20	N(alpha)-acetyltransferase 20, NatB catalytic subunit	−2.13	8.40 × 10^−3^
PLK2	polo like kinase 2	−1.90	0.00 × 10^0^
PTP4A1	protein tyrosine phosphatase 4A1	−1.73	4.00 × 10^−2^
MARCHF7	membrane associated ring-CH-type finger 7	−1.66	2.68 × 10^−9^
GAS8	growth arrest specific 8	−1.58	4.63 × 10^−3^
FDXACB1	ferredoxin-fold anticodon binding domain containing 1	−1.52	9.58 × 10^−3^
(**b**) The strongest expression change for sample pair 40 °C, 6 h compared to 37 °C.			
**Symbol** **(Mouse Orthologs)**	**Entrez Gene Name**	**Fold Change**	**FDR**
CRNKL1	crooked neck pre-mRNA splicing factor 1	187.36	2.00 × 10^−2^
CEL	carboxyl ester lipase	13.19	4.00 × 10^−2^
DNAH10	dynein axonemal heavy chain 10	8.81	2.00 × 10^−2^
GLYATL3	glycine-N-acyltransferase like 3	7.06	5.88 × 10^−6^
CCDC154	coiled-coil domain containing 154	7.04	1.04 × 10^−3^
WDR66	WD repeat domain 66	6.16	4.99 × 10^−6^
HSPA1A/HSPA1B	heat shock protein family A (Hsp70) member 1A	5.50	1.05 × 10^−13^
ARHGEF25	Rho guanine nucleotide exchange factor 25	4.85	2.00 × 10^−2^
PTP4A1	protein tyrosine phosphatase 4A1	4.81	5.93 × 10^−3^
COL24A1	collagen type XXIV alpha 1 chain	4.69	5.00 × 10^−2^
SPEF1	sperm flagellar 1	4.50	9.98 × 10^−3^
HHIPL2	HHIP like 2	4.19	3.53 × 10^−6^
TNFRSF25	TNF receptor superfamily member 25	3.77	1.00 × 10^−2^
MTMR7	myotubularin related protein 7	3.24	3.76 × 10^−4^
HSPB1	heat shock protein family B (small) member 1	3.05	0.00 × 10^0^
RGL3	ral guanine nucleotide dissociation stimulator like 3	3.04	1.00 × 10^−2^
RHBDL1	rhomboid like 1	2.94	1.00 × 10^−2^
HDAC9	histone deacetylase 9	2.92	8.08 × 10^−5^
TMED6	transmembrane p24 trafficking protein 6	2.89	3.00 × 10^−2^
ANKRD13D	ankyrin repeat domain 13D	2.87	3.01 × 10^−3^
RIN2	Ras and Rab interactor 2	−42.68	6.65 × 10^−6^
IYD	iodotyrosine deiodinase	−8.96	6.90 × 10^−3^
NAA20	N(alpha)-acetyltransferase 20, NatB catalytic subunit	−5.69	1.33 × 10^−12^
THEMIS2	thymocyte selection associated family member 2	−5.08	3.00 × 10^−2^
FNDC10	fibronectin type III domain containing 10	−4.07	8.76 × 10^−4^
TENM3	teneurin transmembrane protein 3	−3.66	4.01 × 10^−4^
SDCBP2	syndecan binding protein 2	−3.60	7.06 × 10^−3^
Ccdc74a	coiled-coil domain containing 74A	−3.14	4.00 × 10^−2^
CAPN8	calpain 8	−3.11	2.45 × 10^−5^
Dnajb3	DnaJ heat shock protein family (Hsp40) member B3	−2.98	1.98 × 10^−4^
Gm1110	predicted gene 1110	−2.98	2.35 × 10^−4^
Ccl2	chemokine (C-C motif) ligand 2	−2.97	0.00 × 10^0^
Ccl7	chemokine (C-C motif) ligand 7	−2.95	5.68 × 10^−11^
EGR1	early growth response 1	−2.88	0.00 × 10^0^
EGR3	early growth response 3	−2.82	0.00 × 10^0^
CST6	cystatin E/M	−2.78	4.00 × 10^−2^
CXCL10	C-X-C motif chemokine ligand 10	−2.74	3.00 × 10^−2^
CCR7	C-C motif chemokine receptor 7	−2.67	0.00 × 10^0^
HNRNPDL	heterogeneous nuclear ribonucleoprotein D like	−2.63	0.00 × 10^0^
BCLAF1	BCL2 associated transcription factor 1	−2.53	5.19 × 10^−3^
(**c**) The strongest expression change for sample pair 42.5 °C, 1 h compared to 37 °C.			
**Symbol** **(Mouse Orthologs)**	**Entrez Gene Name**	**Fold Change**	**FDR**
HSPA1A/HSPA1B	heat shock protein family A (Hsp70) member 1A	464.60	0.00 × 10^0^
CRNKL1	crooked neck pre-mRNA splicing factor 1	182.50	1.00 × 10^−2^
GAB2	GRB2 associated binding protein 2	93.26	4.00 × 10^−2^
KDF1	keratinocyte differentiation factor 1	58.54	4.73 × 10^−5^
AKAP5	A-kinase anchoring protein 5	52.76	1.14 × 10^−7^
ALDH8A1	aldehyde dehydrogenase 8 family member A1	41.51	2.77 × 10^−4^
FOS	Fos proto-oncogene, AP-1 transcription factor subunit	30.14	0.00 × 10^0^
LRIT3	leucine rich repeat, Ig-like and transmembrane domains 3	26.41	5.34 × 10^−13^
MAB21L1	mab-21 like 1	23.95	3.27 × 10^−3^
KLB	klotho beta	22.63	1.07 × 10^−6^
TRIM72	tripartite motif containing 72	22.12	4.56 × 10^−3^
AREG	amphiregulin	21.64	0.00 × 10^0^
HAS1	hyaluronan synthase 1	20.11	6.67 × 10^−3^
ZFAND2A	zinc finger AN1-type containing 2A	16.36	0.00 × 10^0^
CEL	carboxyl ester lipase	15.64	2.00 × 10^−2^
PDE8A	phosphodiesterase 8A	15.04	2.00 × 10^−2^
DNAJB1	DnaJ heat shock protein family (Hsp40) member B1	11.82	0.00 × 10^0^
LRRC4	leucine rich repeat containing 4	10.84	5.73 × 10^−3^
NLGN3	neuroligin 3	10.25	8.92 × 10^−4^
HTR2B	5-hydroxytryptamine receptor 2B	9.09	1.00 × 10^−2^
RIN2	Ras and Rab interactor 2	−29.93	7.82 × 10^−7^
CXCL2	C-X-C motif chemokine ligand 2	−8.46	0.00 × 10^0^
BCLAF1	BCL2 associated transcription factor 1	−7.79	2.97 × 10^−5^
DDAH2	dimethylarginine dimethylaminohydrolase 2	−5.82	2.00 × 10^−2^
TLR6	toll like receptor 6	−4.96	1.62 × 10^−6^
Gm11214	glyceraldehyde-3-phosphate dehydrogenase pseudogene	−4.70	3.00 × 10^−2^
PTP4A1	protein tyrosine phosphatase 4A1	−4.37	1.19 × 10^−14^
HPS6	HPS6 biogenesis of lysosomal organelles complex 2 subunit 3	−3.98	0.00 × 10^0^
DDX28	DEAD-box helicase 28	−3.94	0.00 × 10^0^
OSBPL7	oxysterol binding protein like 7	−3.85	0.00 × 10^0^
HOXD4	homeobox D4	−3.83	1.22 × 10^−5^
HOXA1	homeobox A1	−3.55	7.93 × 10^−3^
ABTB1	ankyrin repeat and BTB domain containing 1	−3.53	1.38 × 10^−12^
LFNG	LFNG O-fucosylpeptide 3-beta-N-acetylglucosaminyltransferase	−3.45	0.00 × 10^0^
NFKBIA	NFKB inhibitor alpha	−3.45	0.00 × 10^0^
CSF3	colony stimulating factor 3	−3.44	6.38 × 10^−3^
AMT	aminomethyltransferase	−3.39	4.60 × 10^−14^
Iigp1	interferon inducible GTPase 1	−3.38	6.35 × 10^−3^
MYORG	myogenesis regulating glycosidase (putative)	−3.37	6.90 × 10^−8^
EPHB3	EPH receptor B3	−3.32	2.74 × 10^−7^

* The overall number of significantly decreasing genes in the case of sample pair 40 °C, 1 h compared to 37 °C was only 9.

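The 6 genes that were lower DEGs here at 40 °C for 1 h against 37 °C include Hoxb3 (ENSCGRG00001016667) and Lcmt2 (ENSCGRG00001009861). Hoxb3 had a log2 fold change of -1.20 (SE 0.22, adjusted p = 0.00903) and Lcmt2 one of -1.17 (SE 0.18, adjusted p = 0.00334). Neither was a DEG with all 4 control libraries or with glmTreat. Hoxb3 also lost its call without 37 °C replicate B (adjusted p = 0.058). Plk2 (ENSCGRG00001022259) fell from 103 ± 3.75 CPM (SD, n = 3) to 56.3 ± 8.92 (SD, n = 4), a log2 fold change of -0.87 (SE 0.09, adjusted p = 0.000148). The others named by the largest falls were Gas8, with -0.68, and the gene listed as Mar-07, a name turned into a date, which was paired with MARCHF7 in Table 1 through its fold change and had -0.67. Without a filter on low counts 11 genes were lower DEGs, and 14 were with the replicate block, where same-letter libraries correlated by 0.13. Of the Table 1 values, 28 of 29 at 40 °C for 1 h were tested here and 23 were DEGs, 24 of 40 at 40 °C for 6 h were tested and 22 were DEGs, and 28 of 40 at 42.5 °C were tested and all 28 were DEGs. Each of these DEGs had the direction of Table 1. Of the values in Table 1, 25 at 40 °C for 6 h and 17 at 42.5 °C belong to genes with fewer than 30 counts in their highest library. RIN2 (ENSCGRG00001000784) was at 4.08 ± 2.05 CPM at 37 °C, 0.598 ± 1.2 at 40 °C for 1 h, 3.64 ± 5.4 at 40 °C for 6 h and 0.518 ± 1.04 at 42.5 °C. Only replicate A held RIN2 counts at 40 °C for 1 h and at 42.5 °C, 35 and 23, and the other 3 libraries held 0. Its log2 fold change was -2.61 (SE 0.68, adjusted p = 0.0691) at 40 °C for 1 h, -0.24 (SE 0.72, adjusted p = 0.832) at 40 °C for 6 h and -2.95 (SE 0.66, adjusted p = 0.00208) at 42.5 °C, where it was not a DEG with the DESeq2 Wald test or with 1 fit over all 4 groups. The value at 40 °C for 6 h changed sign when 37 °C replicate B or 40 °C, 6 h replicate B or C was left out, to at most 0.27. CRNKL1 (ENSCGRG00001000687) held 77 counts in replicate C at 40 °C for 6 h, 57 in replicate A at 42.5 °C and 0 in every other library.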

**Table 2:** Selected, significantly changing membrane lipid species.

Lipid Species	37 °C	40 °C, 1 h	40 °C, 6 h	42.5 °C, 1 h
Glycerophospholipids				
PC(32:1)	2.568 ± 0.023	2.564 ± 0.025	2.680 ± 0.016 *	2.537 ± 0.040
PC(32:0)	2.050 ± 0.061	2.264 ± 0.066	2.239 ± 0.036 *	2.391 ± 0.053 *
PC(34:2)	2.949 ± 0.029	2.936 ± 0.030	3.115 ± 0.025 *	2.842 ± 0.044
PC(34:1)	12.691 ± 0.102	12.957 ± 0.117	13.844 ± 0.144 *	12.924 ± 0.145
PC(36:4)	2.894 ± 0.060	2.847 ± 0.075	2.487 ± 0.031 *	2.664 ± 0.054 *
PC(36:1)	1.942 ± 0.028	1.970 ± 0.023	2.172 ± 0.051 *	1.892 ± 0.028
PC(38:6)	1.468 ± 0.017	1.460 ± 0.037	1.322 ± 0.035 *	1.256 ± 0.024 *
PC(38:5)	2.438 ± 0.046	2.434 ± 0.075	1.953 ± 0.050 *	2.231 ± 0.052 *
PC(38:4)	1.657 ± 0.042	1.685 ± 0.057	1.359 ± 0.042 *	1.588 ± 0.045
PC(40:6)	0.778 ± 0.009	0.770 ± 0.018	0.688 ± 0.022 *	0.651 ± 0.013 *
PC(O-32:0)	0.188 ± 0.007	0.202 ± 0.012	0.288 ± 0.013 *	0.212 ± 0.010
PC(O-34:1)	1.755 ± 0.062	1.819 ± 0.056	2.172 ± 0.058 *	1.941 ± 0.053
PC(O-36:1)	0.229 ± 0.016	0.236 ± 0.017	0.329 ± 0.016 *	0.231 ± 0.015
PC(O-38:5)	1.174 ± 0.023	1.219 ± 0.020	1.069 ± 0.026 *	1.298 ± 0.020 *
PE(34:1)	0.730 ± 0.011	0.728 ± 0.018	0.805 ± 0.019 *	0.671 ± 0.016 *
PE(38:6)	0.406 ± 0.014	0.380 ± 0.006	0.339 ± 0.006 *	0.355 ± 0.009 *
PE(38:5)	0.714 ± 0.028	0.659 ± 0.013	0.571 ± 0.013 *	0.630 ± 0.017 *
PE(38:4)	1.221 ± 0.051	1.159 ± 0.032	1.007 ± 0.023 *	1.111 ± 0.036
PE(P-38:5)	0.988 ± 0.027	0.920 ± 0.014	0.879 ± 0.016 *	0.985 ± 0.026
PE(P-40:7)	0.434 ± 0.019	0.408 ± 0.009	0.343 ± 0.009 *	0.456 ± 0.008
PE(P-40:6)	0.698 ± 0.015	0.683 ± 0.009	0.612 ± 0.011 *	0.728 ± 0.014
PE(P-40:5)	0.583 ± 0.020	0.568 ± 0.010	0.493 ± 0.013 *	0.625 ± 0.014
PI(34:1)	0.313 ± 0.012	0.336 ± 0.019	0.520 ± 0.026 *	0.317 ± 0.013
PI(36:1)	0.268 ± 0.008	0.282 ± 0.012	0.428 ± 0.015 *	0.349 ± 0.010 *
PI(38:5)	0.485 ± 0.012	0.476 ± 0.006	0.424 ± 0.007 *	0.438 ± 0.007 *
PI(38:4)	4.089 ± 0.120	4.040 ± 0.078	3.612 ± 0.076 *	4.189 ± 0.088
PS(38:4)	0.196 ± 0.004	0.177 ± 0.007	0.138 ± 0.003 *	0.218 ± 0.006 *
PG(40:7)	0.164 ± 0.006	0.155 ± 0.009	0.129 ± 0.007 *	0.156 ± 0.012
PG(44:12)	0.056 ± 0.003	0.050 ± 0.002	0.024 ± 0.002 *	0.045 ± 0.004
PG(44:11)	0.020 ± 0.002	0.018 ± 0.001	0.005 ± 0.001 *	0.018 ± 0.002
CL(72:6)	0.196 ± 0.008	0.181 ± 0.003	0.165 ± 0.003 *	0.186 ± 0.004
CL(72:5)	0.133 ± 0.004	0.124 ± 0.004	0.113 ± 0.002 *	0.129 ± 0.004
**Lysophospholipids**				
LPC(16:0)	0.085 ± 0.007	0.091 ± 0.010	0.118 ± 0.011 *	0.083 ± 0.008
LPC(18:0)	0.029 ± 0.003	0.034 ± 0.004	0.042 ± 0.002 *	0.029 ± 0.002
LPI(16:0)	0.010 ± 0.000	0.012 ± 0.001 *	0.022 ± 0.001 *	0.013 ± 0.001
LPI(18:0)	0.062 ± 0.002	0.074 ± 0.003 *	0.123 ± 0.005 *	0.101 ± 0.010 *
**Sphingolipids**				
SM(34:1:2)	6.201 ± 0.069	6.260 ± 0.077	6.305 ± 0.079	6.759 ± 0.071 *
SM(34:0:2)	0.082 ± 0.004	0.087 ± 0.003	0.074 ± 0.005	0.099 ± 0.004 *
Cer(34:1:2)	0.097 ± 0.004	0.090 ± 0.002	0.105 ± 0.002	0.142 ± 0.003 *
Cer(42:2:2)	0.065 ± 0.002	0.073 ± 0.002 *	0.090 ± 0.002 *	0.090 ± 0.002 *
HexCer(34:1:2)	0.155 ± 0.006	0.156 ± 0.006	0.145 ± 0.004	0.203 ± 0.005 *
HexCer(42:2:2)	0.049 ± 0.002	0.049 ± 0.002	0.045 ± 0.001	0.061 ± 0.002 *

Data are presented as mol% of membrane lipids and are expressed as mean ± SEM, *n* = 8. Student’s *t*-tests were performed for pairwise multiple comparisons; significance was accepted for *p* < 0.025 (*) corresponding to a false discovery rate q < 0.05. PC and PC-O, diacyl and alkyl-acyl phosphatidylcholine; PE and PE-P, diacyl and alkenyl-acyl phosphatidylethanolamine; PI, phosphatidylinositol; PS, phosphatidylserine; PG, phosphatidylglycerol; CL, cardiolipin; LPC, LPI, the corresponding lysolipids; SM, sphingomyelin; Cer, ceramide; HexCer, hexosylceramide.

## Data Availability

Raw RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) (accessed on 18 May 2022) under accession number GSE199531.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10051172/s1, Figure S1a. Experimental setup for measuring protein levels (Hsp25, Hsp70, GAPDH) by Western blot assay, Figure S1b,c. Western blot images of time-dependent (0–12 h) induction of Hsp25 and Hsp70 in CHO cells upon 40 °C and 42.5 °C heat treatment, Figure S2. Western blot images of heat shocked (40 °C 1, 6 h; 42.5 °C 1 h) CHO cells, Figure S3. Cellular survival of non-primed cells treated with different doses of (a) benzyl alcohol (BA) or (b) *tert*-butyl hydroperoxide (TBHP), Figure S4. Experimental setup for acquired stress tolerance, Figure S5. The effect of heat priming on cellular ATP level of CHO cells, Figure S6. Heatmap representation of canonical pathways significantly affected in heat-treated CHO cells. Figure S7. Activation of the unfolded protein response canonical pathway, Table S1. Significantly changing mRNAs, Table S2a–c. 

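The DEGs called here were compared with the genes of Table S1, whose calls the authors made on the same 15 libraries. Of the paper's 40 genes at 40 °C for 1 h, 31 were DEGs here, of its 289 at 40 °C for 6 h, 243 were, and of its 701 at 42.5 °C, 620 were. All of these changed in the direction given there. Of the others, 2, 17 and 40 were not tested because their counts fell under the filter. Without the filter the overlap was 39, 260 and 664 genes, and with the replicate block, where same-letter libraries correlated by 0.13, 0.01 and 0.03, it was 37, 262 and 655. In the union, 802 of the paper's 920 genes were among those called here.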

List of the 50 most enriched pathways based on Ingenuity Pathway Analysis by the comparison of primed samples and control, Table S3. 

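Table S2a–c gives the output of Ingenuity Pathway Analysis, one sheet per treatment. Each line holds a canonical pathway, the negative logarithm of its Benjamini-Hochberg p, a ratio and the DEGs found in it. No direction is given, and a pathway can list genes that rise beside genes that fall. Many of the same heat shock protein genes are listed under several pathways, so pathways that share them are not separate observations. HSPA1A/HSPA1B, HSPA8 and HSPH1, for example, are listed at 40 °C for 1 h under aldosterone signaling, protein ubiquitination and the UPR. HSPA8 alone had a log2 fold change of 1.23 (SE 0.12, adjusted p = 1.27e-06) at 42.5 °C and is listed under the UPR there too.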

Lipidomic dataset for lipid compositional data (mol% of membrane lipids), Table S4. Mass spectrometry quantitation details for lipidomics.

How the deposited data were processed for this re-analysis (not part of the article)

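RNA of CHO cells was sequenced in 16 libraries, 4 cultures each at 37 °C, at 40 °C for 1 h, at 40 °C for 6 h and, for 1 h, at 42.5 °C. The paper states that the authors trimmed the reads, mapped them to the Chinese hamster genome version CHOK1GS_HDv1 and counted them with CLC Genomics Workbench. The authors deposited the resulting read counts per gene and library, which are whole numbers without normalization, and these counts were the only measured input. The paper's text does not name the annotation release, the strandedness or how reads with several mapping places were counted. The counts list 20824 genes, of which 4423 appear by identifier only and 22 under names that had been turned into dates. No name was guessed from an identifier. All 109 values of Table 1 were paired with an identifier through their fold change in Table S1, 24 of them by the fold change alone.

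The 15 libraries whose counts are identical to those printed in Table S1 were used, which leaves out 37 °C replicate D as the paper does. That library was analysed by itself and as an alternative with all 4 controls. Total counts were between 10504192 and 14668365 per library. The floor of 3 counts corresponds to 0.205 to 0.286 CPM.

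Groups were compared with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood test on the libraries of the 2 groups, with genes kept by filterByExpr at its default settings and TMM normalization. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 either way were called DEGs. There were 3 comparisons with 37 °C and 3 between heated groups. Adjusted p values given without another tool's name come from this test. Mean expression is given as CPM scaled by TMM. On simulated data with 200 changed genes, the test called 200 of them with at most 1% false calls, and with no changed gene it called 0 or 1 genes. The simulation was run for 3 of the comparisons. Its changes all exceeded a fold change of 1.5 by a margin and were placed in genes of higher expression only. It therefore does not test calls near that threshold or at low counts.

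Gene sets were written from general knowledge of each pathway before the counts were read, though the paper's own calls in Table S1 had been read by then. They hold heat shock proteins (28 names, 22 found), the ATF6 (14, 14 found), IRE1 (17, 14 found) and PERK (25, 25 found) branches of the UPR, inflammatory genes (28, 27 found), immediate early genes (25, 25 found) and mitochondrially encoded genes (13, 13 found). They were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 21 tests. Ingenuity Pathway Analysis was not repeated. The same sets were tested between heated groups. Principal components were computed from log2 CPM with a prior count of 2.

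Genes named in the text are those that the paper names in its text or Table 1, the members that Table S2a–c list for the unfolded protein response, aldosterone signaling, protein ubiquitination and IL-6 signaling, the 5 genes with the largest rise and the 5 with the largest fall in each comparison with 37 °C among DEGs whose heated libraries all lay on one side of all control libraries, and the members of the gene sets. This rule, the tests of genes in the 6 comparisons, the set tests against 37 °C, their samples and the alternatives were chosen before the data were examined. The set tests between heated groups, the correlations of fold changes between treatments and the adjustment over each set alone were added after the counts had been read. The RefSeq annotation of the CriGri-PICRH-1.0 assembly, another build than the one the reads were mapped to, was used by symbol for which genes neighbour each other only.

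The alternatives were DESeq2's median-ratio size factors, the Wald test of DESeq2 1.42.0, no filter, a filter of at least 10 counts in every library, all 4 control libraries, 1 fit over all 4 groups, the replicate letter as a block, adjusted p alone, glmTreat against a fold change of 1.5, and each library left out in turn. For gene sets they were an inter-gene correlation of 0.05, limma's fry, all 4 control libraries, the replicate block, DESeq2's size factors and each library left out. For the principal components they were all filtered genes, no scaling, a prior count of 0.5 and all 4 control libraries. The pairing by letter comes from the sample labels only. It was checked by correlating libraries after subtracting group means, which gave a mean r of 0.05 for the same letter and -0.02 for different letters. The lipidomic, protein and survival experiments of the paper were not analysed here.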

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

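The tests of a wrong label, of library size, of a few genes taking most counts, of transcript length and of reads moved between neighbouring genes were chosen only after the result was seen. In 132 groups of 4 libraries, the highest or lowest library was set against the others, and 7 stood apart by Dixon's test, where chance gives 6.6.

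The 37 °C replicate D library, which the paper left out for its inconsistency with its group, had 1880 genes at least 1.5-fold from the other control libraries. Library size is not the explanation by the test made, since its total of 11579029 counts lay within the range of the other 15 libraries. Nor did a few genes take most of its counts, since its 10 highest genes held 6.06% of them, no more than the highest of the other libraries. For RNA from other cells or another organism, 0 genes had at least 10 counts there and none in the other 15 libraries, but counts on hamster genes alone would hardly show such RNA, so it is not excluded. For a heated culture under a wrong label the values point both ways. Heat shock genes had a median log2 difference of 0.20 from the other controls, at percentile 94.86 of 10000 random gene lists, and replicate B at 40 °C for 1 h had 0.17. The genes called higher at 42.5 °C had a median of 0.04 in replicate D, at percentile 83.92. Those called higher at 40 °C for 1 h had a median of 0.17, at percentile 96.62. By principal components with all 4 control libraries, replicate D was nearest to 40 °C for 1 h. HSPA1A/HSPA1B was at 3.85 CPM in replicate D, within the range of 2.6 to 4.04 of the other controls. It was under the 11.5 of the lowest heated library, which speaks against a culture given any of the treatments. Other genes lay above those controls. Hspb1 was at 104 CPM against 49.8 to 57, within the 88.4 to 150 at 40 °C for 1 h. HSPA8 was at 225 against 156 to 175, above the 215 of the lowest library at 40 °C for 1 h. Hspa5 was at 2620 against 2030 to 2160, within the 2330 to 2810 at 42.5 °C. Hspa5 lay above the 2170 to 2530 at 40 °C for 1 h, and Hspb1 under the 264 to 551 at 42.5 °C. No treatment held all of these genes in its range. A bias by transcript length may be part of the deviation. A list of genes for very large proteins, of which 126 of 134 were found, had a median log2 difference of -0.77, outside the range of -0.14 to 0.18 of the random lists and of -0.12 to 0.07 of the other libraries. The opposite list, of small proteins, had a median of 0.55, outside the range of -0.21 to 0.21 of the random lists and of -0.07 to 0.08 of the other libraries. The lists deviate in opposite directions, as a length bias would give, but only 73 of its 137 names were found, under the 80% needed, so the check on that list is void and a length bias is not settled. The list of very large proteins deviates most clearly of the values tested, and HSPA1A/HSPA1B speaks against a wrong label, but the cause remains open and no biological explanation was tested.

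At 40 °C for 6 h, replicate B stood above the other 3 libraries in HSPA1A/HSPA1B (27.2 CPM against 11.5 to 14.2), in HSPA8 (577 CPM against 404 to 414) and in Fos (1.19 CPM against 0.312 to 0.443, from 4 to 15 counts). Its mean log2 difference of 20 heat shock genes from the controls was 0.91, against 0.49 to 0.62 in the other 3 libraries. Without this replicate, HSPA1A/HSPA1B and HSPA8 were still DEGs, while Dnajb1, Pdia3 and Plcd3 were not. The DEGs then numbered 248, against 326 with it. The number of values standing apart over all groups is close to what chance gives. That number cannot decide whether this library deviates by chance, since HSPA1A/HSPA1B, HSPA8 and Fos all stood apart in it. The design gives no condition that sets this culture apart, and no biological explanation was tested.

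In the same group, replicate A had a total of 11153350 counts, under the 12503205 to 12700249 of the other 3 libraries. TMM scaling takes this total into account. No other explanation was tested.

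RIN2 stood apart in replicate A at 40 °C for 1 h (2.39 CPM against 0) and in replicate A at 42.5 °C (2.07 CPM against 0). CRNKL1, NAA20 and RIN2 follow each other in the RefSeq annotation of the CriGri-PICRH-1.0 assembly, another build than the one the reads were mapped to, and ENSCGRG00001020860, RIN2 and CRNKL1 were the genes with at least 20 counts in one library and 0 in another of the same group. A candidate explanation is that the counting moved reads between these neighbours. The summed count of CRNKL1, NAA20 and RIN2 differed between libraries by a ratio of 24.7 (1 added to each), against 130 for RIN2 alone. As NAA20 is never at 0, the sum has a smaller ratio whether or not reads moved, so this ratio does not test the explanation. In 7 of the 8 libraries with RIN2 at 0, CRNKL1 was also at 0 and NAA20 held 5 to 59 counts, against 41 to 96 at 37 °C, so reads moved among these genes do not account for the zeros there. RIN2 held counts in all 4 libraries at 37 °C and was at 0 in 8 of the 12 heated libraries, so a fall with heat is not excluded, and no biological explanation was tested.

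Kdf1 stood apart in replicate C at 40 °C for 1 h, at 0.0819 CPM against 0 in the other 3 libraries. This is 1 count, under the floor of 3 counts, and shows no difference.

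Egr1 differed between treatments. It fell by 1.58 on the log2 scale at 40 °C for 6 h and rose by 2.03 at 42.5 °C, and the direct comparison gave 3.61 (SE 0.11, adjusted p = 2.09e-13), with all 4 libraries at 42.5 °C above all 4 at 40 °C for 6 h. Depth does not limit it, with at least 179 counts in every library of the 2 groups. Leaving out each library gave 3.49 to 3.70, with adjusted p from 2.72e-114 to 3.7e-11 over all alternatives. The splits of the libraries count the DEGs of a whole comparison and were not made for this gene. A response to temperature and duration may explain it as a hypothesis. Time in culture is not separated from these, since the control cultures have no stated time.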

How the results depend on the processing

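None of the alternatives was added after the results were seen. The counts of DEGs stayed within 1.5 times the reported count in 81 of 96 values and moved in 15. All 6 comparisons moved with the threshold. Adjusted p alone gave 172, 3091 and 4510 DEGs for 40 °C for 1 h, 40 °C for 6 h and 42.5 °C against 37 °C, 1931 for 40 °C for 6 h against 1 h, 3767 for 42.5 °C against 40 °C for 1 h and 4904 for 42.5 °C against 40 °C for 6 h. glmTreat gave 2, 31, 262, 8, 171 and 260. The union became 6083 with adjusted p alone and 280 with glmTreat, and it stayed between 946 and 1086 across the 15 fits that each left out one library. With all 4 control libraries 3 genes were DEGs at 40 °C for 1 h, and 23 to 56 were across the 7 fits that each left out one library. Controls with replicate D raised the biological coefficient of variation at 40 °C for 1 h from 0.049 to 0.11.

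The shares of the union kept within the error set for them in 55 of 72 values and moved in 17. The share at 40 °C for 1 h became 0.4% with all 4 controls, 0.7% with glmTreat, 4.9% with the replicate block, 5.5% without 40 °C, 1 h replicate B and 2.3% without replicate C. That at 40 °C for 6 h became 27.3% with all 4 controls, 11.1% with glmTreat, 50.8% with adjusted p alone, 36.3% without 40 °C, 6 h replicate A and 26% without replicate B. At 42.5 °C it became 80% with all 4 controls, 93.6% with glmTreat, 73.5% with the replicate block, 74.1% with adjusted p alone, 73.5% without 40 °C, 6 h replicate A, 82.5% without replicate B and 74.1% without 42.5 °C, 1 h replicate D. A share depends on the other comparisons through the union, so these follow from the counts of DEGs.

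The direction and the side of the threshold of gene sets held in 226 of 252 values, with 20 weaker, 1 stronger and 5 reversed. At 40 °C for 1 h, the PERK branch was no longer past the threshold with an inter-gene correlation of 0.05 (adjusted p = 0.139), fry (0.169) and the replicate block (0.0853), in a range of 0.00312 to 0.198 that the fits leaving out one library span. The mitochondrially encoded genes were not past it with fry (0.508) and all 4 controls (0.742), in a range of 3.78e-12 to 0.742, and of 3.78e-12 to 0.497 when leaving out libraries. The inflammatory genes, not past the threshold in any fit, reversed in the direction camera gives, though not in their median, with all 4 controls (0.628), with the replicate block (0.751) and without 40 °C, 1 h replicate D (0.969), in a range of 0.237 to 0.969. The immediate early genes, with a median near 0, reversed in fits leaving out one library (0.841 and 0.517, in a range of 0.263 to 0.994). At 40 °C for 6 h, the mitochondrially encoded genes were not past the threshold with fry (0.0793, in a range of 1.96e-15 to 0.0793). At 42.5 °C, the ATF6 branch was not past it with an inter-gene correlation of 0.05 (0.097), all 4 controls (0.162) and the replicate block (0.0853), and ran from 0.0204 to 0.0674 when leaving out libraries, in a range of 0.0171 to 0.162. There the inflammatory genes passed it with fry (0.0298, in a range of 0.0298 to 0.628). The cause was not tested for any of these. The principal components kept their number of libraries nearest to their own group within the limits set in all 4 alternatives.

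For the 71 log2 fold changes of named genes, 987 of 1051 values kept direction and call, 47 were weaker, 12 stronger and 5 reversed. Of the weaker ones, 23 came with glmTreat and 11 with all 4 control libraries. Ccl2 at 42.5 °C, which did not change, reversed in 2 fits that left out one library (0.03 and 0.01, in a range of -0.08 to 0.03). RIN2 at 40 °C for 6 h reversed without 37 °C replicate B (0.27) and without 40 °C, 6 h replicate B (0.19) or C (0.19), in a range of -1.95 to 0.27. The cause was not tested.

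Depth limits the genes with low counts. Of the Table 1 values, 29 had no value under the filter, 27 of them in genes with a highest count under 30, and the floor of 3 counts leaves only a bound for genes at 0 or 1 count at 37 °C.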

Differences from the paper's values

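The alternatives used in this part were set before the data were examined. For fold changes, those leaving out a library were set against the paper's values for RIN2 only. The bounds without replicate A were computed because the remaining libraries hold 0 counts, so that choice rests on the counts seen. RIN2 has a fold change of -309.83 at 40 °C for 1 h in the paper's Table 1 and of -6.1 here. Of the alternatives set before the data were examined, only leaving out 40 °C, 1 h replicate A leaves the paper's value possible, since the other 3 libraries then hold 0 counts and RIN2 is at least 17.4-fold lower, a bound that gives no value of its own. The paper's fold change at 40 °C for 6 h is -42.68 and the value here is -1.18. None of the alternatives set before the data were examined reached it, and the nearest was -3.86 without 40 °C, 6 h replicate A. At 42.5 °C the paper's fold change is -29.93 and the value here is -7.72. The DESeq2 Wald test gave -7.83 with an error wide enough to hold the paper's value, and without 42.5 °C, 1 h replicate A RIN2 is at least 15.7-fold lower, a bound that the paper's value exceeds. The other alternatives did not reach it.

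The paper's Table S1 holds 6 genes that are DEGs at 40 °C for 1 h only, and 3 were found here. The number came within 1.5 times the paper's with no filter (6), the replicate block (7), adjusted p alone (7), the DESeq2 Wald test (4), 1 fit over all 4 groups (4), and without 40 °C, 1 h replicate A (4), without 40 °C, 6 h replicate B (5) or without 42.5 °C, 1 h replicate D (4). The other alternatives set before the data were examined did not reach it.

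Some genes of Table 1 were tested here and were not DEGs. At 40 °C for 1 h, NUAK2 had a log2 fold change of 0.63 (adjusted p = 0.0662) and was a DEG with no filter, with the replicate block and without replicate B or D at 40 °C for 1 h. RIN2 had -2.61 (adjusted p = 0.0691) and was a DEG with no filter, with the replicate block and without 40 °C, 1 h replicate A. NAA20 had -0.80 (adjusted p = 0.265) and was a DEG with the replicate block. PTP4A1 had -0.73 (adjusted p = 0.116) and was a DEG with no filter, with the replicate block and without 40 °C, 1 h replicate D. FDXACB1 had -0.60 (adjusted p = 0.0588) and was a DEG with no filter, with 1 fit over all 4 groups and without 40 °C, 1 h replicate B. At 40 °C for 6 h, RHBDL1 had 1.31 (adjusted p = 0.0532) and was a DEG with no filter, with 1 fit over all 4 groups, with the replicate block and without 40 °C, 6 h replicate D. RIN2 had -0.24 there (adjusted p = 0.832) and was a DEG without 40 °C, 6 h replicate A. DDIT3, which Table S2a lists under the UPR at 40 °C for 1 h, had 0.63 (adjusted p = 0.123) and was a DEG with no filter, with the replicate block and without 40 °C, 1 h replicate B. A further 29 values of Table 1 belong to genes that the filter left out, and 28 of them were past the threshold with no filter.

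The paper describes the UPR as the pathway most strongly affected at 40 °C for 6 h. Its Table S2b gives the UPR a negative log p of 2.17 and aldosterone signaling one of 3.99, both the paper's values. Here the set of heat shock proteins had an adjusted p of 1.35e-19 and that of the ATF6 branch 7.78e-19. From a simulation in IPA, the paper proposes that mild heat induces each of the 3 UPR branches. Here the mRNA of genes listed for the PERK branch fell at 40 °C for 6 h, with a median log2 fold change of -0.24 and Atf4 at -0.75. By adjusted p alone 12 of these genes fell and 2 rose, among them Ddit3 at 0.47. IPA predicts the activity of a pathway, which mRNA levels of a listed set do not measure, so the 2 values are unlike. The median of the PERK set fell in all alternatives run for it at 40 °C for 6 h.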

Other observations

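The tests of library size for the heat shock genes and for the mitochondrially encoded genes, of a batch shared by the letter D and of scaling for the falling genes were chosen only after the result was seen.

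Other splits of the libraries into groups of the same sizes were counted, keeping to splits that part as many pairs of same-lettered libraries as the real one. For DEGs, 1 of 8 splits, the real one, gave as many in each of the 6 comparisons, and the other such splits gave 0 DEGs. With 8 splits the share cannot fall under 0.05 whatever the outcome, so this test cannot decide on the counts of DEGs. Among all 35 splits, which also put libraries of the same letter on one side, the highest count of another split was 33 at 40 °C for 1 h, 211 at 40 °C for 6 h, 355 at 42.5 °C and 0 in the comparisons between heated groups. Each of these set 3 heated libraries against the controls and the remaining heated library, and so keeps part of the real difference. For gene sets, 3 of 8 splits gave as many sets past the threshold (4) at 40 °C for 1 h, 3 of 8 gave as many (7) at 40 °C for 6 h and 2 of 8 gave as many (4) at 42.5 °C, so a number of sets past the threshold is not by itself a sign of the treatment. By the smallest p, the heat shock proteins had 1 of 8, the real split, in each comparison with 37 °C.

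At 40 °C for 1 h, the mean log2 difference of 20 heat shock genes from the controls was 0.93 in replicate A, 0.37 in B, 0.87 in C and 0.53 in D. Library size does not order them, since 1 of the 4 libraries has the same rank by heat shock genes and by total count. The paper's text gives no condition that would set these cultures apart, and no biological explanation was tested.

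Replicate D at 40 °C for 1 h deviated from its group as 37 °C replicate D deviated from the other controls, with a correlation of 0.44 across genes. A handling batch shared by the letter D would show in the other two D libraries, whose highest correlation was 0.14. The DEGs at 40 °C for 1 h do not rest on this library, since 32 of the 35 remained DEGs without it. No biological explanation was tested, and the source of the deviation remains open.

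The PERK branch fell at 40 °C for 6 h while the ATF6 branch rose. With DESeq2's size factors the median of the PERK branch was also -0.243, the same as with TMM. This change of scaling moved nothing, so by itself it does not test scaling. A scaling factor shifts all genes of a library alike. At 40 °C for 6 h the median was 0.573 for the ATF6 branch, -0.243 for the PERK branch and 0.001 for all genes. These values argue against scaling as the source of the difference between the branches. Of the 8 splits, 2 gave a p as small for the PERK branch, and none but the real one gave a median as large in size. A hypothesis is that the response of the endoplasmic reticulum at this dose may run through ATF6 more than through PERK. The counts of splits cannot show it apart from chance, and protein levels were not analysed here. An effect of time in culture is not excluded either, since the control cultures have no stated time.

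The share of counts from mitochondrially encoded genes was 2.53 ± 0.46% (SD, n = 3) at 37 °C, 2.78 ± 0.34% (SD, n = 4) at 40 °C for 1 h, 3.14 ± 0.36% (SD, n = 4) at 40 °C for 6 h and 3.70 ± 0.10% (SD, n = 4) at 42.5 °C. All 13 genes were higher at 42.5 °C, with a median log2 fold change of 0.64 (adjusted p = 1.51e-11, and at most 0.00706 over all alternatives). As small a p came from 3 of 8 splits counting the real one, while a median as large came from the real split only, the highest of the others being 0.53, so the splits do not settle it. Across the 16 libraries, total count and this share had a Spearman correlation of -0.36 (permutation test, two-sided, p = 0.17, adjusted p = 0.32 over the 2 relations) and a Pearson correlation of -0.27 (permutation test, p = 0.32, adjusted p = 0.32), which was -0.15 without the 2 libraries farthest from the median total. Library size did not explain the share by this test. As the libraries fall into 4 treatments, the relation within a treatment rests on 4 libraries and was not computed.

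At 42.5 °C, 62.3% of the DEGs fell. With DESeq2's size factors 61.6% fell, but they moved the median log2 fold change of all genes only from -0.002 to 0.002, so this is a weak test of scaling. The share was 55% with no filter, 56.5% with glmTreat and 51.7% with adjusted p alone, so the excess of falling genes depends on the filter and the threshold.

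Of 44 names of lipid enzymes listed before the counts were read, but after the paper's calls on the same libraries, 42 were found and 38 tested. At 40 °C for 1 h 0 were DEGs, with 5 at an unadjusted p under 0.05, at 40 °C for 6 h 2 were higher DEGs and at 42.5 °C 1 was a lower DEG. Adjusted p alone was under 0.05 for 0, 13 (5 higher and 8 lower) and 19 (8 higher and 11 lower) of them, and for 0, 13 and 19 with the adjustment over the list alone. Plcd3 rose by 0.63 at 40 °C for 6 h and had -0.46 at 42.5 °C, and the direct comparison gave -1.10, with the call at 40 °C for 6 h lost with glmTreat and without 40 °C, 6 h replicate B. Lpcat1 had -0.68 at 42.5 °C, lost with glmTreat.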
